# Syncytin-a deficiency compromises murine sperm function by suppressing PRL/PGE2 and PI3K/AKT/mTOR pathway

**DOI:** 10.1016/j.isci.2026.115694

**Published:** 2026-04-12

**Authors:** Qianqian Wang, Zhenwei Wang, Zhenpeng Li, Dongle Liu, Xiaotong Yan, Yan Zhang, Ning Chi, Qiang Bian, Zhankui Zhao, Honglian Yu

**Keywords:** Biological sciences, Male reproductive endocrinology

## Abstract

The human endogenous retrovirus W envelope protein syncytin-1 (syncytin-a in mus) can be involved in fetal development and tumorigenesis. The role of syncytin-1 in male infertility has not been identified. In this study, the prostatic epithelial-specific syncytin-a knockout (syna CKO) mouse model was constructed. First, male infertility, abnormal testicular seminiferous tubule, and prostate gland were discovered in syna CKO mice. Then, irregular sperm motility, morphology, and MMAF-associated gene expression (AKAP3, SPAG6) were detected in syna CKO mice. Increased prostaglandin E2 (PGE2) and prolactin (PRL) modulate the lipid metabolism of the testis in syna CKO mice. Syna CKO with inhibitor or activator treatment identified that syna knockout could inhibit the PI3K/AKT/mTOR pathway, Ca^2+^ levels, and elevate caspase 3 expression. Therefore, we propose a hypothesis that syna deficiency exacerbates testicular lipid accumulation and apoptosis by suppressing the PI3K/AKT/mTOR and Ca^2+^ pathway, ultimately leading to spermatogenic dysfunction and male infertility.

## Highlights

• Syna CKO leads to male infertility and abnormal testes
• Syna deficiency impairs sperm motility, morphology, and the expression of MMAF genes
• Elevated PGE2 and PRL disrupt testicular lipid metabolism in syna CKO mice
• Syna CKO causes lipid accumulation and apoptosis via PI3K/AKT/mTOR and Ca^2+^

## Introduction

Infertility is a reproductive system disorder. The World Health Organization (WHO) defined it as couples of childbearing age failing to achieve a normal pregnancy after 12 months of regular, unprotected sexual intercourse.^1^ Recent epidemiological data revealed that approximately 186 million individuals worldwide are affected by this condition, with a concerning trend toward an earlier age of onset.^2^ About 30–50 percent of infertility cases are caused by the male factor, male infertility.^3^ Nowadays, the therapy methods for male infertility are mainly lifestyle optimization, medication, and surgery.^3^^,^^4^ There are many factors contributing to male reproductive disorders,^5^^,^^6^^,^^7^ such as genetic factors, endocrine factors, immunological factors, reproductive tract infections, sexual dysfunction, vas deferens obstruction, and testis spermatogenic dysfunction. Of these, genetic factors account for more than 15 percent of male infertility. The molecular mechanisms of male infertility still need further research.

Human endogenous retroviruses (HERVs) are derived from extinct exogenous retroviruses through multiple infections and integration during primate evolution.^8^ They account for approximately 8% of human DNA.^9^ Based on the type of tRNA recognized by the primer binding site, HERV can be divided into at least 31 families, including HERV-W,^10^ HERV-K,^11^ HERV-T,^12^ HERV-F,^13^ HERV-E,^14^ and so on. The abnormal expression of HERV is often associated with the development of malignancies and diseases, such as colorectal cancer,^15^ breast cancer,^16^ multiple sclerosis,^17^ neurodegenerative disorders,^18^ and so on. Most of the genes in the HERV family are silenced, but some genes still maintain their functions. HERV-W envelope protein (syncytin-1 in humans) is a highly fusogenic membrane glycoprotein that plays an important role in the process of receptor recognition and membrane fusion.^19^^,^^20^^,^^21^ Its abnormal expression was significantly associated with urothelial cell carcinoma of the bladder,^22^ non-small cell lung cancer,^23^ preeclampsia,^24^ and so on. Studies have found that the expression of syncytin-1 is significantly lower in samples with weak spermatozoa, oligozoospermia, and weak oligozoospermia.^25^ However, the mechanisms of syncytin-1 involved in male infertility have not been studied.

Mus Syncytin-a/b (syna/b), as syncytin-1/2 homologous genes, are a pair of fusogenic placenta-specific murine envelope genes from endogenous retroviruses. They are highly conserved and important for murine syncytiotrophoblast formation.^26^ The homozygous syna null mice have embryonic lethality, which die *in utero* between 11.5 and 13.5 days of gestation.^27^ However, there are no reports detailing the specific mechanisms of syna gene deletion in male infertility. Based on this, we pre-constructed the prostatic epithelial-specific syna conditional knockout (CKO) mouse model. We found that the prostatic epithelial-specific syncytin-a knockout (syna CKO) male mice have lower fertility than wild-type mice. And we further investigated sperm abnormalities, the abnormal development of the testes and prostates, and the potential molecular mechanisms for syna in male infertility. The aim is to clarify whether syncytin-1 could serve as an emerging biological marker and a potential therapeutic target for male infertility.

## Results

### Generation and identification of syna CKO male mice

The syna CKO male mouse model was constructed using the CRISPR-Cas9 system, selecting the ATG start codon in exon 1 and the TAG stop codon in exon 1 as the target sites (Figure 1A). The probasin gene promoter is specifically expressed in the prostate.^28^ According to the breeding program, syna CKO male mice were acquired with probasin promoter-driven cre (pbsn-cre) male mice (Figure S1). The prostatic epithelial-specific syna knockout mouse model using the pbsn-cre (pbsn-cre, syna^f/f^; named syna CKO VS syna^f/f^; named WT) was confirmed by PCR (Figure 1B). The presence of both F1/R1 (376bp) and F2/R2 (216bp) bands proves that the mice are syna^f/f^ genotype. There is a cre band (413bp) in syna CKO mice and not in WT mice. There is a 265bp amplification fragment in the prostate but not in the tail of the syna-CKO mice. Gene sequencing again verified the genotypes (Figure S2). qRT-PCR and WB demonstrated that the mRNA and protein expression of syna was decreased significantly in the syna CKO male mice (*p* < 0.01) (Figure 1C). These results demonstrated that the prostate-specific syna knockout mouse model was constructed successfully.

**Figure 1:**
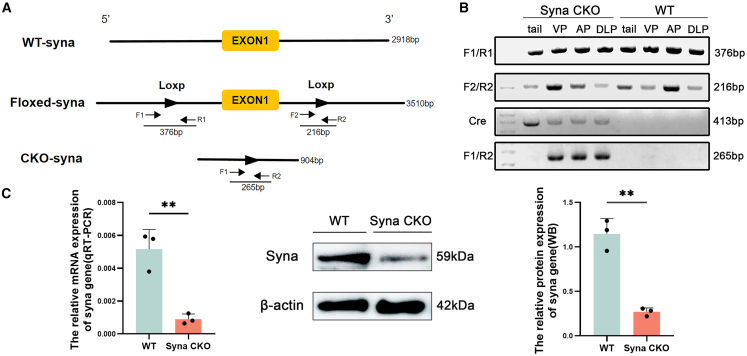
Generation and identification of syna conditional knockout mice (A) The syna gene CKO strategy. (B) Mouse genotypes were determined by PCR of DNA isolated from prostate and tail tissues. (C) The relative mRNA and protein expressions of the syna gene by qRT-PCR and WB. Data are presented as mean ± SD of *n* = 3 biologically independent experiments. Mean ± standard error is displayed in dot plots and bar charts. ∗∗*p* < 0.01 by Student’s *t* test.

### Syna absence affects male fertility and testis/prostate development

The fertility test was separately conducted in six groups of WT and syna CKO male mice, with 12 plug counts recorded per group. The results indicated that there were significantly fewer litters in the syna CKO group than in the WT group (*p* < 0.0001) (Figure 2A). The gross and histological levels were then analyzed in syna CKO and WT male mice. The testes were smaller in syna CKO mice (Figure 2B). The anterior prostate (AP), ventral prostate (VP), and dorsal-lateral prostate (DLP) of the prostate are progressively smaller in the WT, syna^+/−,^ and syna CKO mice (Figure 2G). Similarly, the weight of the testes (*p* < 0.01) and prostates (*p* < 0.01) in syna CKO mice was significantly lower than in WT mice. However, there were no statistical differences in the heart, liver, spleen, and kidney between 4-month-old syna CKO and WT mice (*p* > 0.05) (Figure 2E). Based on these, we analyzed the percentage of testis and prostate abnormalities in syna CKO mice. The results showed that the syna CKO does not necessarily affect both testis and prostate development, but at least one of them will certainly develop abnormally (Figure 2F). In WT mice, testicular spermatogenic epithelial cells were tightly arranged, with intact basement membranes and clear boundaries. A large number of spermatogonia in the lumen of the seminiferous tubules and capillaries in the testicular interstitium. However, the testicular spermatogenic epithelial cells were loosely arranged in syna CKO mice. The testicular seminiferous tubule diameters were smaller (*p* < 0.0001), with fewer spermatocytes in the lumen of the seminiferous tubules, altered morphology of spermatogonia, a decrease in the number of cell layers in the wall of the tubules, and a decline in the number of Leydig cells and capillaries in the interstitium (Figures 2C and 2D). Consistent with testis defects, HE staining of the cauda epididymis revealed that the lumens of WT male mice were filled with abundant, dense, and well-aligned sperm. In contrast, although the total amount of sperm in the syna CKO mice appeared substantial, the sperm were loosely arranged and disorganized, accompanied by the accumulation of abnormal cellular debris (Figure S3). The HE staining of prostate tissue showed that the prostate was smaller in syna CKO mice (Figure 2H). Immunofluorescence (IF) staining of prostate sections showed that the expression of syncytin-1 was significantly lower in syna CKO male mice than in WT male mice, and the prostate epithelial secretory cells were loosely arranged (Figure S4). All in all, syna deficiency causes decreased fertility and abnormal testes/prostate development.

**Figure 2:**
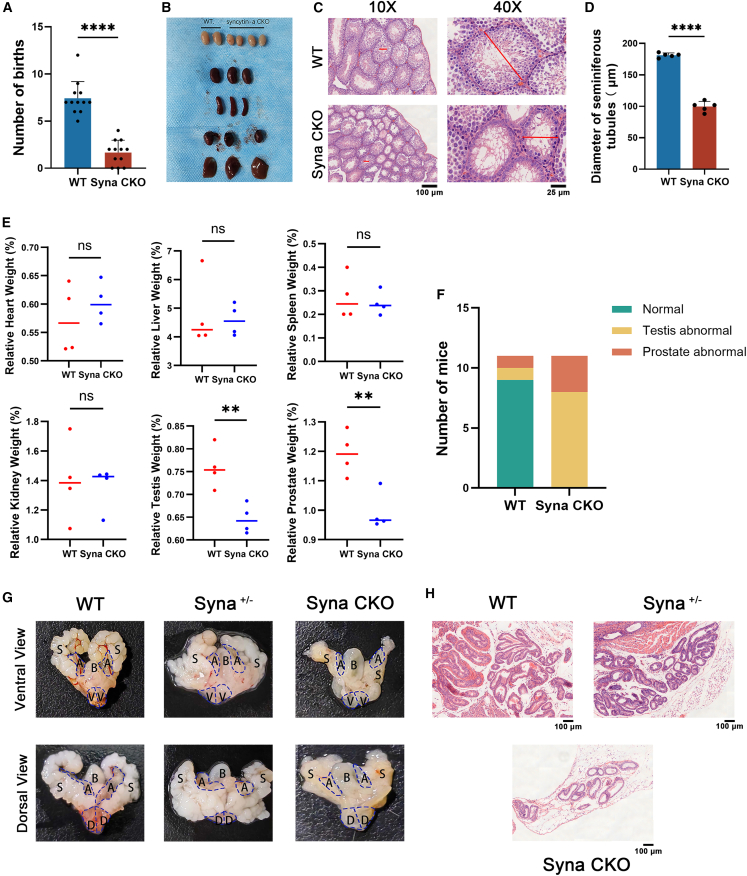
Syna CKO impaired fertility and development in male mice (A) Comparison of litter size between WT male mice (plug *N* = 12) and syna male mice (plug *N* = 12). Data are presented as mean ± SD of *n* = 12 biologically independent experiments. (B) A picture of the heart, liver, spleen, kidney, and testis tissues. (C) HE staining of the testis. The red straight line represents the length of the testicular seminiferous tubule diameters. Scale bars, 100 μm and 25 μm. (D) A statistical plot of the diameter of seminiferous tubules. Data are presented as mean ± SD of *n* = 5 biologically independent experiments. (E) Comparison of heart, liver, spleen, kidney, testis, and prostate weights in 4-month-old WT and syna CKO male mice. Data are presented as mean ± SD of *n* = 4 biologically independent experiments. (F) The percentage of testis and prostate abnormalities in syna CKO mice. (G) In ventral view and dorsal view, different morphologies of prostate tissue in three different genotypes, WT, syna^+/−^ (pbsn cre, syna^f/-^), and syna CKO. A: anterior prostate, B: bladder, D: dorsal-lateral prostate, S: seminal vesicle, and V: ventral prostate. (H) HE staining of the prostate from WT male mice, syna^+/-^ male mice, and syna CKO male mice. Scale bars, 100 μm. Mean ± standard error is displayed in dot plots and bar charts. ∗∗*p* < 0.01 and ∗∗∗∗*p* < 0.0001 by Student’s *t* test.

### Syna CKO leads to low sperm motility and abnormal sperm morphology

Normal mouse sperm is structured into a head, neck, midpiece, principal piece, and end piece.^29^ The head of the sperm is curved and sickle-shaped with a smooth surface. The acrosome is located on the head (Figure 3B). The sperm motility of syna CKO male mice is reduced, and the movement direction is irregular (Video S2) compared to the WT male mice (Video S1). The morphology has abnormal changes. The sperm head defects are mainly round heads, double heads, or headless. The main defects of the neck are an unusually slender neck or one that is bent at an angle. The end piece defects are mainly short, broken, or curled tails (Figure 3A). The HE staining of sperm also proved the results (Figure 3C). The SEM results further showed that the sperm of WT mice had normal structures, smooth sickle-shaped heads, and continuous flagella. But the syna CKO sperm heads turned rounded or misshapen. The fibrous structure of the flagellum was also abnormal (Figure 3D).

**Figure 3:**
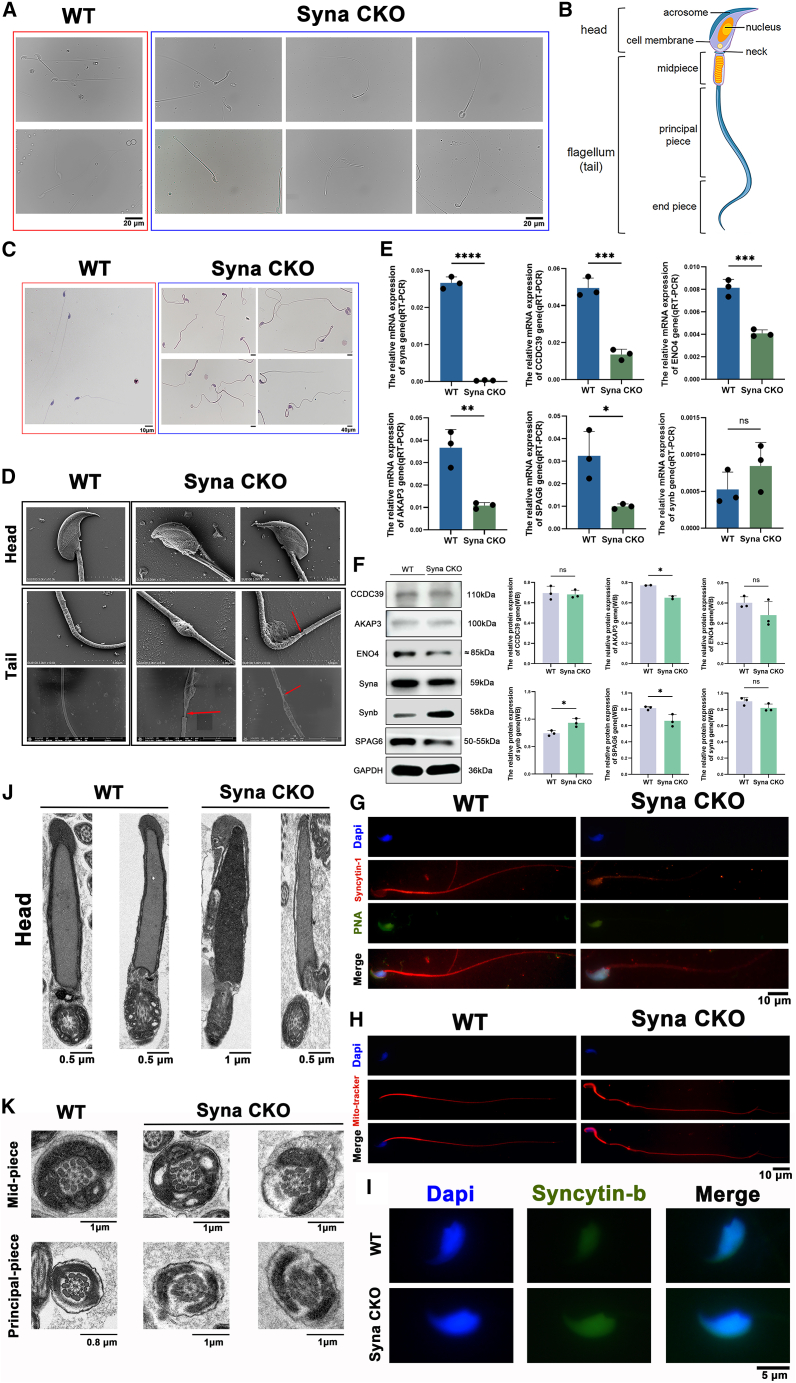
Syna CKO disrupts sperm morphology and ultrastructure (A) Sperm morphology analysis by the electron microscope. Scale bars, 20 μm. (B) Schematic diagram of normal mouse sperm structure. (C) HE staining of sperm. Scale bars, 10 μm and 40 μm. (D) Scanning electron micrographs of the sperm head and tail of WT and syna CKO mice. Scale bars, 4 μm and 5 μm. (E) The relative mRNA expressions of ENO4, AKAP3, CCDC39, SPAG6, syna, and synb genes. GAPDH was used as an internal control. Data are presented as mean ± SD of *n* = 3 biologically independent experiments. (F) The relative protein expressions of ENO4, AKAP3, CCDC39, SPAG6, syna, and synb genes. GAPDH was used as an internal control. Data are presented as mean ± SD of *n* = 3 biologically independent experiments. (G) Sperm immunofluorescence for syncytin-1 (red), PNA (green), and Dapi (blue). Scale bars, 10 μm. (H) Sperm immunofluorescence for mito-tracker (red) and Dapi (blue). Scale bars, 10 μm. (I) Sperm immunofluorescence for syncytin-b (green) and Dapi (blue). Scale bars, 5 μm. (J) Transmission electron micrographs of the sperm head. Scale bars, 0.5 μm and 1 μm. (K) Transmission electron micrographs of the sperm midpiece and principal piece. Scale bars, 0.8 μm and 1 μm. Mean ± standard error is displayed in dot plots and bar charts. ∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, ∗∗*p* < 0.01, and ∗*p* < 0.05 by Student’s *t* test.

Video S1. The video of sperm motility in WT mice

Video S2. The video of sperm motility in syna CKO mice

The multiple morphological abnormalities of the flagella (MMAF) phenotypes represent a well-characterized etiology of male infertility, clinically defined by flagellar defects (shortened, absent, bent, coiled, or irregular morphology) accompanied by reduced motility.^30^ Studies have found that MMAF is associated with multiple gene mutations, such as DNAH1,^30^ DNAH2,^31^ DNAH6,^32^ DNAH17,^33^ CFAP61,^34^ CFAP65,^35^ CFAP69,^36^ ARMC2,^37^ AK7,^38^ and so forth. The above abnormal morphologies are very similar to the MMAF phenotypes. We verified the relative mRNA and protein expression of MMAF-related genes in syna CKO male mice. The results showed the relative mRNA expression of syna (*p* < 0.0001), CCDC39 (*p* < 0.001), ENO4 (*p* < 0.001), AKAP4 (*p* < 0.001), SPAG16 (*p* < 0.001), AKAP3 (*p* < 0.01), SPEF2 (*p* < 0.01), CCDC40 (*p* < 0.01), CFAP43 (*p* < 0.01), CFAP44 (*p* < 0.01), CFAP69 (*p* < 0.01), SPAG6 (*p* < 0.05) and DNAH1 (*p* < 0.05) was significant differences. However, the expressions of synb and HYDIN were not statistically significant (Figures 3E and S5). CCDC39, AKAP3, ENO4, SPAG6, syna, and synb genes were further evaluated at the protein level. Moreover, the relative protein expressions of AKAP3 and SPAG6 were lower in syna CKO male mice than in WT (*p* < 0.05), but the synb expression was higher in syna CKO male mice (*p* < 0.05) (Figure 3F). The IF also validated the results of syna and synb. The expression of syncytin-1 in the principal piece also decreased (Figure 3G). And syncytin-2 is expressed in the sperm’s head. Its expression is higher in syna CKO sperm (Figure 3I). Thus, low expression of the syna gene might cause the MMAF phenotype, which affects spermatogenesis and causes male infertility.

### Syna absence causes sperm ultrastructure abnormality

The basic structure of the sperm flagellum is the axoneme, which contains nine peripheral microtubule doublets, surrounding a central pair of microtubules (9 + 2 pattern).^39^ To observe the effect of syna CKO on the sperm, we examined the ultrastructure of the sperm using TEM analysis. The results showed that the morphology of the WT sperm head was normal, the nuclear density was uniform, the acrosome structure was intact, and there was a clear boundary between the nucleus and the acrosome. In contrast, the morphology of the syna CKO sperm head had abnormalities, with irregular structure, broken or missing acrosome, and blurred boundaries between acrosome and nuclei (Figure 3J). The IF results confirmed this. Peanut agglutinin (PNA) is not expressed in the acrosome but in the nucleus (Figure 3G). In the syna CKO sperm flagella, the mitochondrial sheath appeared hollow, fuzzy, and discontinuous in the midpiece. The outer dense fibers (ODFs) appeared disordered and deformed, and the fibrous sheath was incomplete or broken in the principal piece (Figure 3K). Sperm staining with Mito-Tracker Red CMXRos results also showed one break location in the connection between the midpiece and principal piece (Figure 3H). All of these data suggested that mitochondria and ODFs might be destroyed in the connection between the midpiece and principal piece. Thus, the absence of syna causes sperm ultrastructure abnormalities, which may be one of the reasons for male infertility.

### Syna absence causes male infertility by regulating the levels of PRL and PGE2 hormones

Mouse testosterone (T), gonadotropin-releasing hormone (GnRH), luteinizing hormone (LH), prostaglandin E2 (PGE2), and prolactin (PRL) were detected to explore the hormonal reaction in the fertility defects of syna CKO mice. The concentrations of GnRH (*p* < 0.05) and testosterone (T) (*p* < 0.01) increased, and the concentrations of LH (*p* < 0.05), PGE2 (*p* < 0.01), and PRL (*p* < 0.01) decreased in 4-month-old syna CKO male mice (Figure 4A). There was no significant difference in testosterone (T), GnRH, and LH concentrations between 3-month-old syna CKO and WT male mice. PRL and PGE2 have an important impact on modulating the immune response.^40^^,^^41^ Based on this, the results of the mouse routine blood count test revealed significantly higher white blood cell counts (*p* < 0.05), monocyte counts (*p* < 0.05), granulocyte counts (*p* < 0.05), and mean corpuscular hemoglobin concentration (MCHC) (*p* < 0.05) in syna CKO male mice than in WT male mice. But the counts of lymphocyte, hemoglobin, red blood cell, and blood platelet showed no significant difference (Figures 4B and S6). Flow cytometry was performed to further analyze its effect on immune deficiency. In syna CKO male mice, all the counts of white blood cells, CD45^+^CD3^+^ T cells, CD45^+^CD3^+^CD4^+^ T cells, and CD45^+^CD16^+^ NK cells increased, but the counts of CD45^+^CD3^+^CD8^+^ T cells and CD45^+^CD19^+^ B cells decreased (Figure 4C). Therefore, syna CKO may cause a decrease in PRL and PGE2 hormone concentrations, impair immune response, and further impact male reproduction.

**Figure 4:**
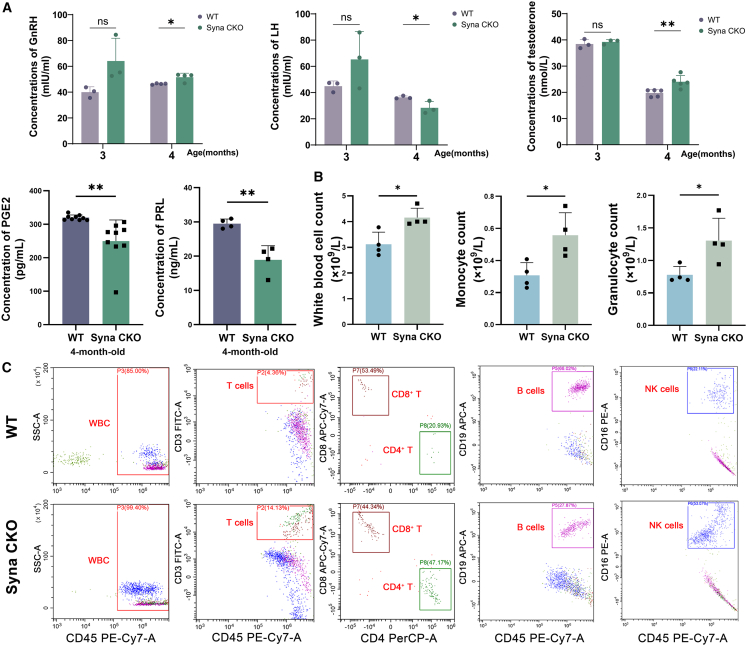
Syna CKO modulates immune response by regulating the levels of PRL and PGE2 hormones (A) The concentration changes of GnRH, LH, testosterone (T), PGE2, and PRL. Data are presented as mean ± SD. (B) The counts of white blood cells, monocytes, and granulocytes. Data are presented as mean ± SD of *n* = 4 biologically independent experiments and *n* = 3 technical replicates. (C) Flow cytometric analysis of immune cells between WT and syna CKO male peripheral blood. Mean ± standard error is displayed in dot plots and bar charts. ∗∗*p* < 0.01 and ∗*p* < 0.05 by Student’s *t* test.

### Syna CKO could inhibit the Ca^2+^ and PI3K/AKT/mTOR signaling pathway to regulate lipid metabolism, leading to male infertility

To explore the specific molecular mechanisms of syna to regulate male reproduction, we compared the differences in transcriptional profiles between WT and CKO male mice by RNA-Seq analysis. 

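RNA was taken from the whole testes of 4-month-old males, 3 WT mice (syna f/f) and 3 syna CKO mice, selected for poly(A) tails with oligo-dT and sequenced in paired ends on an Illumina instrument. The authors deposited values for 51826 Ensembl genes as read counts, in whole numbers without normalization. Some of the lowest may be rounded estimates rather than numbers of reads. The paper's methods name FastQC and DESeq2, while its text names no aligner, counting program, genome build or strand setting. Of the gene identifiers, 51633 were found in the GENCODE M21 annotation of GRCm38, which gave the gene names and positions used here. The counts of WT replicates 1, 2 and 3 summed to 43686999, 48050020 and 47036203, and those of syna CKO replicates 1, 2 and 3 to 44516525, 38702256 and 43751939. The 10 genes with the most counts held between 3.99% and 4.36% of the counts of a library.

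Figure S7A shows WT replicates 2 and 3 and all 3 syna CKO replicates. WT replicate 1 is absent from it, and the paper's text gives no reason, while the sample's label calls it an outlier in a clustering of correlations. Values are therefore given first over these 5 libraries and then over all 6. Counts were normalized by edgeR's TMM method, genes with too few counts for a test were removed by edgeR's filterByExpr function, and the quasi-likelihood test was run with Benjamini-Hochberg adjustment over the 23344 genes left in the 5 libraries and the 22819 left in all 6. The biological coefficient of variation common to all genes was 0.124 over the 5 libraries and 0.118 over all 6. Low counts carry a limit: 297 genes had a count of exactly 1 in each of the 6 libraries, where Poisson sampling predicts 9.85 such genes. A group whose libraries all had 3 counts or fewer was therefore treated as being at a floor, and a fold change against it is given as a lower bound. Counts of genes with shared sequence are also uncertain, since a read can match more than 1 of them. At least 50 counts in 1 library and at most 2 in another were found for 47 of 18349 genes, and 52.2% of those with a known sequence shared at least 50% of their 31-base words with another gene.

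Syna, the targeted gene, was counted 148, 143 and 60 times in syna CKO replicates 1, 2 and 3, and 47, 83 and 81 times in WT replicates 1, 2 and 3. Its normalized count was 124 ± 54.9 (SD, n = 3) in syna CKO mice and 77.1 ± 0.0274 (SD, n = 2) in WT mice, a log2 fold change of 0.68 (standard error 0.39, adjusted p = 0.708 from edgeR's quasi-likelihood test). Over all 6 libraries the log2 fold change was 0.86 (standard error 0.36, adjusted p = 0.552), and an exact two-sided permutation test gave p = 0.3, where 3 mice against 3 allow no p below 0.1. With each of the 5 libraries left out in turn, the log2 fold change stayed between 0.43 and 1.00. The deletion is driven in prostate epithelium by pbsn-cre, and the RNA came from testis. The paper allows that baseline deletion in the testis may account for the testis phenotype. The mean count of Syna was not lower in the syna CKO testes. The paper targeted the start and stop codons, and 0% of the 31-base words of Syna occur in another annotated gene. Counts from 60 to 148 in the syna CKO libraries therefore argue against a loss of Syna from all cells of these testes. Whether the deletion reached a part of the cells was not tested. By qRT-PCR the paper found a significant difference in Syna mRNA in syna CKO mice, in a tissue that its Results do not name. The count of Syna does not tell the genotypes apart, so the groups are those of the labels. Synb, the other mouse syncytin, had a log2 fold change of -0.18 (standard error 0.33, adjusted p = 0.919), and 77.2% of its 31-base words also occur in other annotated genes, Gm27179 among them.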

The heatmap revealed the distance between WT and syna CKO male mice (Figure S7A). 

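The measure behind Figure S7A is not named in the paper's text. Distance was computed here as 1 minus Pearson's r of log2(CPM + 1), where CPM is the count scaled to the library's total, over the genes with at least 1 count in any of the libraries compared. Over the 5 libraries of Figure S7A, 36852 genes entered, and the 6 pairs of a WT and a syna CKO library were 0.00349 ± 0.000243 (SD) apart, from 0.00309 to 0.00377. WT replicates 2 and 3 were 0.00336 apart, and the 3 pairs of syna CKO libraries lay between 0.00320 and 0.00329. The mean distance between the groups was 1.07 times the mean distance within them, and the ranges overlapped. Among all 6 libraries, the 9 pairs between the groups were 0.00332 ± 0.000291 (SD) apart, against a mean of 0.00314 within WT and 0.00322 within syna CKO, a ratio of 1.04. WT replicate 1 had a mean distance of 0.00304 to the other libraries, the lowest of the 6, and the other libraries had means from 0.00316 to 0.00346. This mean does not show which group WT replicate 1 lies with. It was 0.00291 from syna CKO replicate 3, 0.00292 from WT replicate 2, 0.00302 from syna CKO replicate 2, 0.00317 from WT replicate 3 and 0.00318 from syna CKO replicate 1. The choice that moved these values most was Spearman's rho on the counts. With it the mean distance between the groups was 0.0315, the syna CKO libraries were 0.0318 from each other, and WT replicate 1, at 0.0321, no longer had the lowest mean. Pairs share libraries, so no test was made on them.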

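Over WT replicates 2 and 3 and syna CKO replicates 1, 2 and 3, edgeR's quasi-likelihood test gave 205 genes with an unadjusted p under 0.05 and a log2 fold change of at least 1 in size, the thresholds drawn in Figure S7B. Of these, 139 were raised and 66 lowered in syna CKO testes, and 52 had a mean of fewer than 10 counts. With WT replicate 1 included, 109 genes passed, 77 raised and 32 lowered, and 71 genes passed in the same direction in both sets of libraries. DESeq2 gave 134 raised and 46 lowered genes over the 5 libraries, of which 102 were also among the 205. Without the fold change threshold 1816 genes passed, and with every gene that had a count kept in the test 487 did.

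After Benjamini-Hochberg adjustment, 22 of the 23344 genes tested had an adjusted p under 0.05 in the 5 libraries, 14 raised and 8 lowered, and 5 genes did when syna CKO replicate 1 was left out. With WT replicate 1 included 13 genes had one, 7 raised and 6 lowered, and 7 genes were shared by both sets. The groups did not overlap over the 6 libraries in 12 of the 22 genes. The 22 genes were chosen on 5 of these 6 libraries, so that share cannot be set against chance. Among all genes tested over the 6 libraries, the groups did not overlap in 15.2%, against 10% by chance for 3 mice against 3.

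The 5 raised and 5 lowered genes with the smallest p among those 12 were Gm17167, Pja1, Cdc25a, Colgalt1 and Cebpg, and Gm47308, Tuba4a, Sel1l, Rps29 and Gga3. Pja1 (ENSMUSG00000034403), on the X chromosome from 99465734 to 99471273, had 3055 ± 194 normalized counts (SD, n = 3) in syna CKO mice and 1134 ± 79.2 (SD, n = 2) in WT mice, a log2 fold change of 1.43 (standard error 0.08, adjusted p = 0.002 from edgeR's quasi-likelihood test). Its log2 fold change ranged from 1.36 to 1.51 with each library left out in turn, and was 1.40 (standard error 0.07, adjusted p = 0.000294) over all 6 libraries, with every syna CKO library above every WT library. Gm47308, annotated as a microRNA of 107 bases inside Rab11a on chromosome 9, had 1 count in each syna CKO library and 186, 194 and 187 counts in the WT libraries. Its normalized count was at least 59.7-fold lower in syna CKO mice (adjusted p = 0.000331). All of its 31-base words also occur in other annotated genes, Rab11a among them, so its reads are uncertain. Sel1l fell by 0.63 on the log2 scale (standard error 0.05, adjusted p = 0.0184), and by 0.63 again over all 6 libraries (adjusted p = 0.00636). Without any 1 of the syna CKO libraries, the adjusted p of Sel1l lay between 0.0518 and 0.0682. Colgalt1, Cebpg and Gga3 also kept an adjusted p under 0.05 over all 6 libraries, with log2 fold changes of 0.80, 0.61 and -0.73. Over the 5 libraries, the adjusted p of Cebpg was between 0.0863 and 0.0981, and that of Gga3 between 0.0674 and 0.0981, without any 1 of the syna CKO libraries. Without a filter on counts they were 0.0588 and 0.0625, and that of Colgalt1 was 0.0674 without syna CKO replicate 1. Tuba4a and Rps29 also had an adjusted p of 0.05 or more without any 1 of the syna CKO libraries (0.053 to 0.079 and 0.0515 to 0.079), and Cdc25a did without syna CKO replicate 1 (0.0602). With all 6 libraries, Gm17167, Cdc25a, Tuba4a and Rps29 did not keep an adjusted p under 0.05, since WT replicate 1 lay near the syna CKO libraries. Gm17167 was counted 316 times in WT replicate 1, 0 times in WT replicates 2 and 3 and between 353 and 453 times in the syna CKO libraries. Of its 31-base words, 65.7% also occur in other annotated genes, Gm2163 among them.

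**Figure D1:**
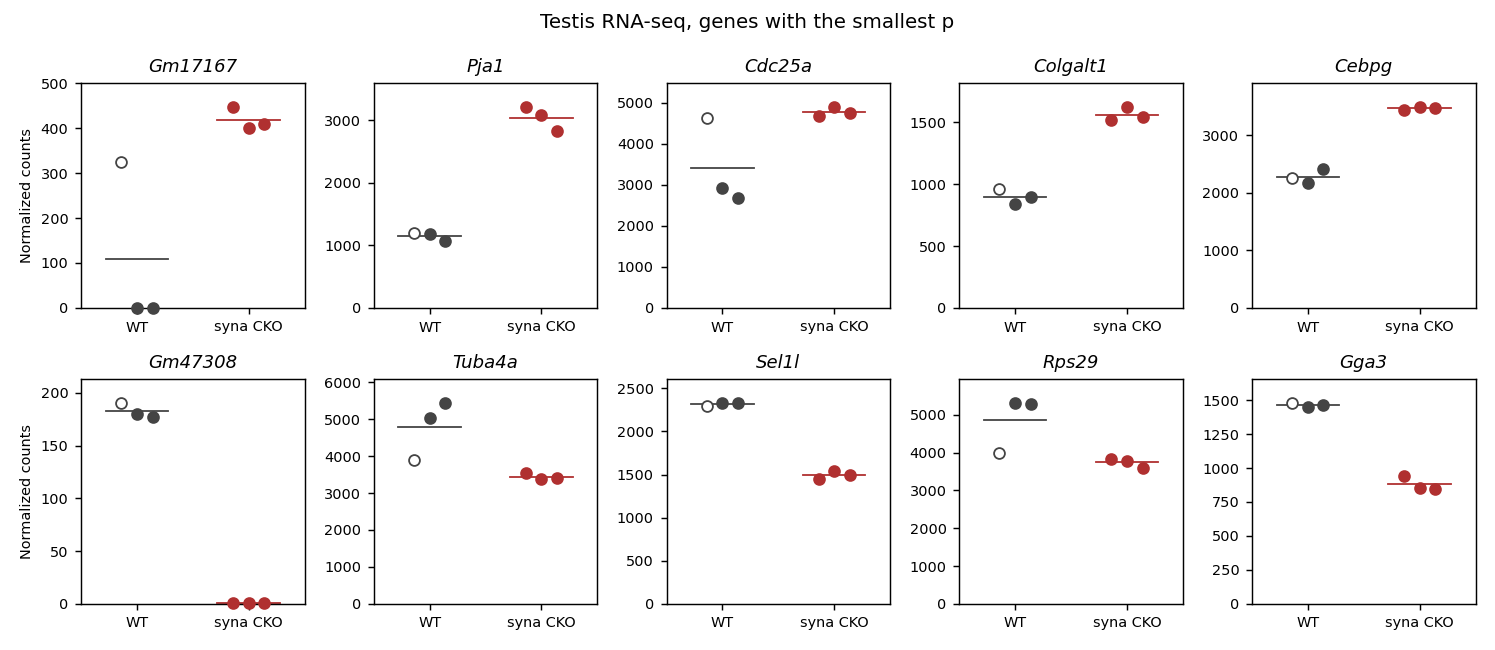
Normalized counts (vertical axes, each from 0) of the 10 genes in testis libraries of WT and syna CKO mice. Each point is 1 library, the open circle is WT replicate 1, and the lines are the means of the 3 libraries of a group. WT replicate 1 lies with the other WT libraries for Pja1, Colgalt1, Cebpg, Gm47308, Sel1l and Gga3, and near the syna CKO libraries for Gm17167, Cdc25a, Tuba4a and Rps29.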

The volcano map showed that a total of 174 genes were differentially expressed, including 131 up-regulated genes and 43 down-regulated genes (Figure S7B). 

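The paper gives 23 raised and 9 lowered genes from its KEGG analysis of these libraries, which it took to qRT-PCR. Its text names 30 genes with a qRT-PCR result, fewer than that, and those 30 are used here. By their mean normalized counts, 22 of them were raised and 8 lowered in syna CKO testes, over the 5 libraries of Figure S7A and over all 6 alike. Enough counts for a test over the 5 libraries were found for 22 of the genes. All 22 had an unadjusted p under 0.05 and, adjusted over the list alone, all 22 had an adjusted p under 0.05, which is not independent evidence because the list was chosen on the same libraries. Over all genes tested, 1 of the 22 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. With all 6 libraries, 17 could be tested, 12 had an unadjusted p under 0.05, 9 had an adjusted p under 0.05 adjusted over the list alone, and 0 did over all genes. DESeq2 gave an unadjusted p under 0.05 to all 30 over the 5 libraries and an adjusted p to none, because its filter on mean counts removed them.

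Depth limits these values, since 1 group was at the floor of 3 counts for 12 of the 30 genes over the 5 libraries and for 6 over all 6. The gene with an adjusted p under 0.05 was Olfr981 (ENSMUSG00000046678), on chromosome 9 from 40021464 to 40030377, with 42 and 43 counts in WT replicates 2 and 3 and 2, 2 and 1 in the syna CKO libraries. It was at least 13.3-fold lower in syna CKO mice (adjusted p = 0.021; from 0.0212 to 0.0746 across its alternatives), and WT replicate 1 had 1 count. Eif3j2 shares 94.9% of its 31-base words with other annotated genes, Eif3j1 among them. It was counted 288, 217 and 0 times in the syna CKO libraries and 250, 0 and 0 times in the WT libraries. Hist1h2br shares 89.5% with other genes, Hist1h2bq among them, and Hist2h3c1 shares all of its words with other genes, Gm20634 among them. The counts of these genes are therefore uncertain.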

KEGG enrichment analysis predicted 23 up-regulated genes and 9 down-regulated genes that may be involved in regulating signaling pathways. qRT-PCR was carried out to verify the predicted abnormal genes in KEGG. The relative mRNA expressions of the rasgrp4 (*p* < 0.0001), rpe65 (*p* < 0.0001), ccl7 (*p* < 0.001), elovl4 (*p* < 0.001), fos (*p* < 0.001), olfr1420 (*p* < 0.001), olfr1509 (*p* < 0.001), plin1 (*p* < 0.001), thpo (*p* < 0.001), eif3j2 (*p* < 0.01), inhbc (*p* < 0.01), mboat 1 (*p* < 0.01), olfr981 (*p* < 0.01), pigr (*p* < 0.01), ren1 (*p* < 0.01), tslp (*p* < 0.01), CCR9 (*p* < 0.01), cckar (*p* < 0.05), ins2 (*p* < 0.05), trpc3 (*p* < 0.05), and hist1h2br (*p* < 0.05) genes were increased in syna CKO compared to WT. But the relative mRNA expressions of the col5a3 (*p* < 0.001), hsd3b7 (*p* < 0.01), kcnj12 (*p* < 0.01), lgr5 (*p* < 0.05), hist2h3c1 (*p* < 0.05), and olfr1336 (*p* < 0.05) genes were decreased. No significant difference was found in the expressions of il18r1, olfr273, and alg6 genes between groups (Figure 5D; Figure S8). 

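The direction of the RNA-seq difference was set beside that of the qRT-PCR for the 27 genes that qRT-PCR found changed. Of the 21 genes raised by qRT-PCR, 17 had higher mean normalized counts in the syna CKO libraries, and Ccl7, Ins2, Fos and Olfr981 had lower ones. Of the 6 genes lowered by qRT-PCR, Lgr5, Hist2h3c1 and Olfr1336 had lower mean normalized counts, and Col5a3, Hsd3b7 and Kcnj12 had higher ones. These 20 genes with the same direction were the same over the 5 libraries of Figure S7A and over all 6. For a pair of them the direction rested on 1 library. Lgr5 had 503 counts in WT replicate 2 and between 8 and 16 in the other libraries, and its log2 fold change over the 5 libraries went from -4.12 to 0.39 without that library. Hist2h3c1 had 231 counts in WT replicate 3 and between 10 and 12 elsewhere, and went from -3.34 to 0.26 without it. The lower mean of Ccl7 rested on WT replicate 3, with 12 counts against 2 or fewer in every other library. Olfr1336 was lower in every syna CKO library than in every WT library, with a log2 fold change of -1.92 (standard error 0.45, adjusted p = 0.402 from edgeR's quasi-likelihood test). Col5a3 was higher in every syna CKO library than in every WT library, with a log2 fold change of 1.32 (standard error 0.37, adjusted p = 0.525). Hsd3b7 shares 54.8% of its 31-base words with other annotated genes, Gm49388 among them. Its log2 fold change was 1.04 over the 5 libraries and 0.53 over all 6, where WT replicate 1, at 130 counts, lay within the syna CKO range. Of the 3 genes without a significant change by qRT-PCR, Il18r1 and Alg6 had higher mean normalized counts in syna CKO mice and Olfr273 had lower ones.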

17 up-regulated genes and 4 down-regulated genes were found, almost consistent with the predicted results.

**Figure 5:**
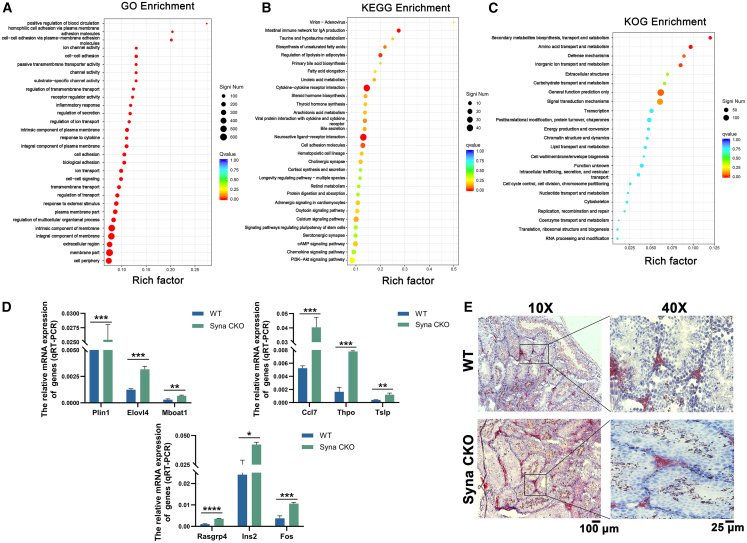
RNA-seq and lipid metabolism analysis of syna CKO testis tissues (A) Bubble diagram of GO enrichment analysis. (B) Bubble diagram of KEGG pathway enrichment analysis. (C) Bubble diagram of KOG enrichment. (D) The relative mRNA expression of lipid metabolism-related genes (plin1, elovl4, and mboat1), cytokine-cytokine receptor interactions-related genes (ccl7, thpo, and tslp), and signaling pathway-related genes (rasgrp4, ins2, and fos). Data are presented as mean ± SD of *n* = 3 biologically independent experiments. (E) The images of oil red staining between WT and syna CKO male mice. Scale bars, 100 μm and 25 μm. Mean ± standard error is displayed in dot plots and bar charts. ∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, ∗∗*p* < 0.01, and ∗*p* < 0.05 by Student’s *t* test.

To study the role of syna in various biological processes, molecular functions, and pathways. RNA-seq results were analyzed for Gene Ontology (GO) gene function classification, KEGG pathway classification, and KOG function classification (Figures S7C–S7E). 

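No GO annotation was used here, so families written down beforehand stand in for these terms. They were tested with camera, at an inter-gene correlation of 0.01, on log2 CPM, with Benjamini-Hochberg adjustment over 27 lists. Of the voltage-gated and other ion channels, 190 genes were tested over the 5 libraries of Figure S7A. Their median log2 fold change was 0.03, 103 were raised in syna CKO mice and 11 had an unadjusted p under 0.05 (camera, adjusted p = 0.463). Chemokines and interleukins with their receptors were represented by 75 genes with a median of 0.08, of which 48 were raised (camera, adjusted p = 0.448), and over all 6 libraries by 69 genes with the same median and an adjusted p of 0.21 from camera. Among the genes of the plasma membrane, 78 protocadherins and cadherins had a median of 0.03 (camera, adjusted p = 0.463) and 87 olfactory receptors a median of 0.15 with 57 raised (camera, adjusted p = 0.424). The 38 canonical histones had a median of -0.05 (camera, adjusted p = 0.916). Leaving out syna CKO replicate 2 moved the median to 0.01 for the ion channels, 0.08 for the olfactory receptors and -0.02 for the histones, and leaving out syna CKO replicate 3 moved it to 0.05 for the cadherins and -0.10 for the histones. None of these 5 families had an adjusted p under 0.05 over all 6 libraries either. Under fry, which estimates the correlation between genes, no list of the 27 had an adjusted p under 0.05.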

GO enrichment between WT and syna CKO male mice mainly included substrate-specific channel activity, inflammatory response, response to cytokine, plasma membrane part, and regulation of the multicellular organismal process et al. (Figure 5A). KEGG pathway analysis revealed that syna could affect cell proliferation, survival, or differentiation functions through lipid metabolism-related pathways, PI3K-AKT signaling pathway, cAMP signaling pathway, calcium signaling pathway, and so on (Figure 5B). 

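Lists of core genes of these pathways, also written down beforehand, stood in for the KEGG pathways. The 43 genes of lipid metabolism had a median log2 fold change of 0.06 in syna CKO mice, with 29 raised (camera, adjusted p = 0.183; over all 6 libraries 0.06 and 0.397). Their median was 0.02 when syna CKO replicate 1 was left out. The 26 genes of the PI3K, AKT and mTOR core had a median of 0.03, with 17 raised (camera, adjusted p = 0.827), and of 0.02 without syna CKO replicate 1. Their median was 0.01 over all 6 libraries (camera, adjusted p = 0.863). For 43 genes of calcium signalling the median was 0.02, with 25 raised (camera, adjusted p = 0.313), and it was 0.01 over all 6 libraries and 0.00 without syna CKO replicate 1. For 24 genes of cAMP signalling the median was -0.02, with 11 raised (camera, adjusted p = 0.916), and it was 0.01 over all 6 libraries and 0.03 without syna CKO replicate 1. An unadjusted p under 0.05 was found for 6, 2, 5 and 3 genes of the lists in this order, and an adjusted p under 0.05 for none. Of the 27 lists, the 1 with an adjusted p under 0.05 held the study's own genes raised by qRT-PCR: 15 of the 21 could be tested, 13 were raised, and their median was 2.23, or 2.07 with genes at the floor set to their bound (camera, adjusted p = 8.85e-05; fry, adjusted p = 0.407). Over all 6 libraries 11 of the 21 could be tested, and their median was 1.14 (adjusted p = 0.00081 from camera and 0.449 from fry). The study's genes were picked from the same libraries. From the KEGG pathways that its differentially expressed genes fell into, the paper proposes that syna acts on cell proliferation, survival or differentiation through these pathways.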

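KOG classes were not used here, and 3 gene families that stand for such classes were chosen only after the data had been seen. Of the cytochrome P450s and ABC transporters, 93 genes were tested over the 5 libraries of Figure S7A, with a median log2 fold change of 0.05 and 60 raised in syna CKO mice (camera, adjusted p = 0.452 over 31 lists, the families added included). Their median over all 6 libraries was 0.01, with 48 of 92 raised, and it was 0.01 over the 5 without syna CKO replicate 3. The 46 amino acid transporters had a median of 0.06, with 29 raised (camera, adjusted p = 0.452; over all 6 libraries 0.428), and a median of 0.03 without syna CKO replicate 3. The 98 inorganic ion transporters had a median of 0.01, with 50 raised (camera, adjusted p = 0.9), and a median of -0.01 over all 6 libraries.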

KOG enrichment analysis revealed that syna is mainly related to secondary metabolites biosynthesis, amino acid transport and metabolism, and inorganic ion transport and metabolism, suggesting that syna could be involved in metabolic regulation, signaling, and other processes (Figure 5C). 

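Plin1 (ENSMUSG00000030546), on chromosome 7 from 79720218 to 79732903, encodes a protein of the lipid droplet surface. Its normalized count was 105 ± 48.2 (SD, n = 3) in syna CKO mice and 52.1 ± 6.43 (SD, n = 2) in WT mice, a log2 fold change of 1.01 (standard error 0.37, adjusted p = 0.609 from edgeR's quasi-likelihood test; from 0.496 to 0.81 across its alternatives). Syna CKO replicate 1 had 161 counts and the other syna CKO libraries 63 and 81, against 64, 61 and 50 in the WT libraries. After normalization every syna CKO library was above every WT library (exact two-sided permutation test over the 6 libraries, p = 0.1, the smallest p that 3 mice against 3 allow). Without syna CKO replicate 1 the log2 fold change was 0.56, and in that library 11 other adipocyte markers together were 3.24 times the median of the other libraries. Over all 6 libraries the log2 fold change was 0.89 (standard error 0.31, adjusted p = 0.496).

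Elovl4 is a fatty acid elongase on chromosome 9, and Mboat1 is an acyltransferase of phospholipids on chromosome 13. Elovl4 had 19, 13 and 4 counts in the syna CKO libraries and 3 and 3 in WT replicates 2 and 3, which are at the floor. It was at least 4.19-fold higher in syna CKO mice (adjusted p = 0.615). WT replicate 1 had 11 counts, and over all 6 libraries the log2 fold change was 1.16 (standard error 0.70, adjusted p = 0.661). Mboat1 had 11, 11 and 12 counts in the syna CKO libraries and 6, 0 and 5 in the WT libraries. Its log2 fold change was 2.27 (standard error 0.82, adjusted p = 0.609), and 1.70 (standard error 0.66, adjusted p = 0.526) over all 6 libraries. Leaving out WT replicate 2, which had no count, changed it to 1.30 over the remaining 4 libraries. Leaving out WT replicate 3 leaves WT replicate 2, at the floor, as the WT group, and the fitted value of 6.56 then depends on the prior count, so the size of the difference is uncertain both ways. Every syna CKO library was above every WT library for Mboat1 (the same exact permutation test, p = 0.1).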

RNA-seq predicted that the plin1, elovl4, and mboat1 are associated with lipid metabolism. The ccl7, thpo, and tslp may participate in cytokine-cytokine receptor interactions and the interactions between viral proteins and cytokines and their receptors. 

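Each of these cytokine genes had few counts. Ccl7, on chromosome 11, had 0 counts in every syna CKO library and 0, 2 and 12 counts in the WT libraries. It was at least 2.21-fold lower in syna CKO mice over the 5 libraries of Figure S7A and at least 1.47-fold lower over all 6, and it had too few counts for edgeR's test. Without WT replicate 3, every library is at the floor and Ccl7 has no direction. Thpo, on chromosome 16, had 6, 10 and 12 counts in the syna CKO libraries and 4, 3 and 0 in the WT libraries. It was at least 3.28-fold higher in syna CKO mice (adjusted p = 0.581 from edgeR's quasi-likelihood test, higher in all 3 syna CKO libraries than in WT replicates 2 and 3). Over all 6 libraries its normalized count was 9.78 ± 3.36 (SD, n = 3) in syna CKO mice and 2.29 ± 2.09 (SD, n = 3) in WT mice (exact two-sided permutation test, p = 0.1, the smallest that this design allows). Tslp, on chromosome 18, had 4, 4 and 3 counts in the syna CKO libraries and 1, 0 and 0 in the WT libraries, and was at least 1.28-fold higher in syna CKO mice in both sets of libraries. At these depths the differences of Ccl7 and Tslp are a few reads in each library.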

Tslp and thpo are involved in the JAK/STAT signaling pathway, while rasgrp4, ins2, and fos play roles in the MAPK and PI3K/AKT/mTOR signaling pathways. 

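Rasgrp4, on chromosome 7, had 13, 112 and 76 counts in syna CKO replicates 1, 2 and 3 and 77, 23 and 8 in WT replicates 1, 2 and 3. Its log2 fold change was 2.29 (standard error 0.91, adjusted p = 0.626 from edgeR's quasi-likelihood test) over the 5 libraries and 1.01 (standard error 0.85, adjusted p = 0.759) over all 6. Syna CKO replicate 1 lay between the WT libraries. Leaving out 1 library at a time from the 5 gave between 1.62 and 3.22. Ins2, which the annotation places on chromosome 7 from 142678656 to 142743381, had 0 counts in all 3 syna CKO libraries and 12, 6 and 11 counts in the WT libraries. It was at least 2.67-fold lower in syna CKO mice over the 5 libraries and at least 3.14-fold lower over all 6, and it had too few counts for edgeR's test. Fos, on chromosome 12, had a normalized count of 19.9 ± 3.19 (SD, n = 3) in syna CKO mice and 48.5 ± 12.1 (SD, n = 2) in WT mice, a log2 fold change of -1.28 (standard error 0.28, adjusted p = 0.363). The log2 fold change was -1.06 (standard error 0.32, adjusted p = 0.461) over all 6 libraries, where every syna CKO library was below every WT library (exact two-sided permutation test, p = 0.1, the smallest possible). Ins2 and Fos were thus lower in the syna CKO testis libraries.

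**Figure D2:**
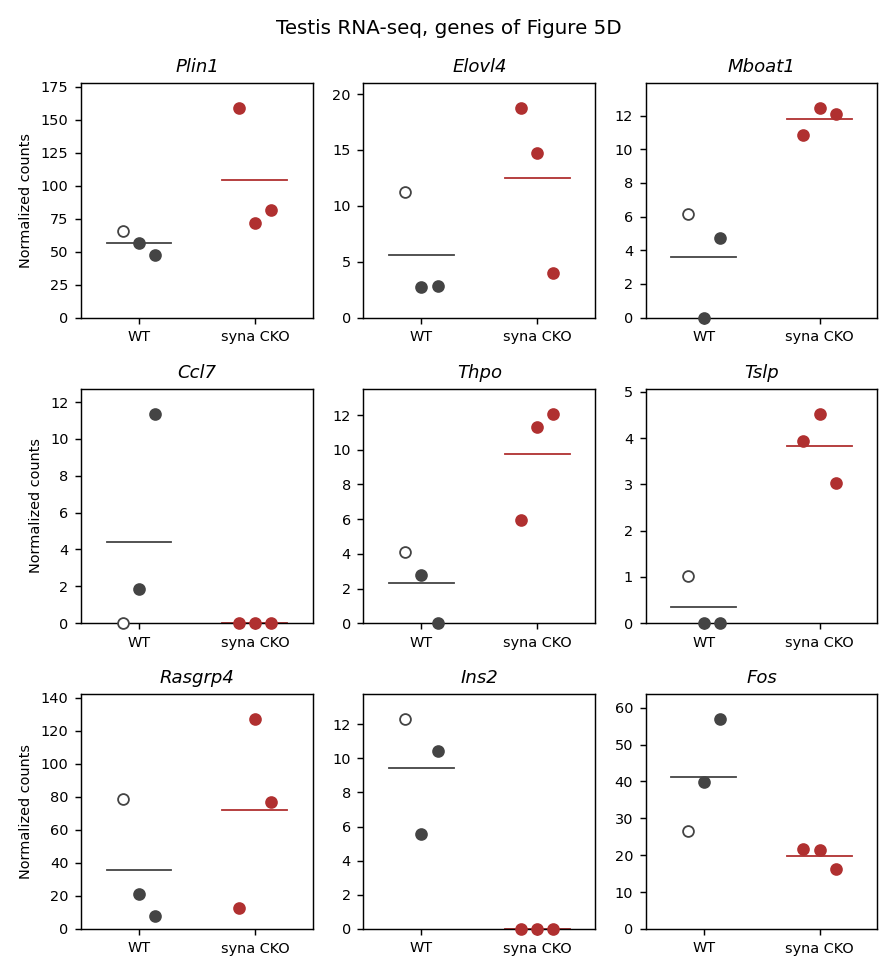
Normalized counts (vertical axes, each from 0) of 9 genes in testis libraries of WT and syna CKO mice. Each point is 1 library, the open circle is WT replicate 1, which Figure S7A does not show, and the lines are the means of the 3 libraries of a group. Plin1, Elovl4, Mboat1, Thpo, Tslp and Rasgrp4 have the higher mean in syna CKO mice, and Ccl7, Ins2 and Fos have the lower one.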

Their relative mRNA expressions were significantly higher in syna CKO male mice than in WT (Figure 5D). Oil red O staining revealed excessive lipid accumulation in syna CKO testes, primarily in the testicular interstitium (Figure 5E). This is consistent with the validation results of qRT-PCR. In conclusion, these results suggest that syna CKO may contribute to male infertility by affecting lipid metabolism.

Combined with the KEGG bubble map co-analysis, the protein level further verifies the signal pathway (Figure 6A). The results showed that the ratios of pmTOR/total mTOR (*p* = 0.2905) and pAKT/total AKT (*p* = 0.0746) decreased, even though no statistical significance. The relative protein expressions of pERK (*p* < 0.05), pJNK (*p* < 0.001), PI3K (*p* < 0.001), pAKT (*p* < 0.001), and pmTOR (*p* < 0.01) were all decreased in syna CKO male mice. However, the expression of pSTAT3 increased (*p* < 0.01). IF also proved this result (Figures 6B–6E). In addition, data in Figure 6A showed that the expression of caspase 3 (*p* < 0.01) increased in the syna CKO group, but there was no statistical significance of the BCL2 and cyclin D genes. Consistent with these molecular findings, TUNEL staining results showed that the apoptosis of syna CKO testis significantly increased compared to the WT mice, and the apoptotic signals were predominantly localized to the testicular interstitium and adjacent to spermatozoa (Figure 6F). After treatment with rapamycin (mTOR inhibitor) in WT mice, testis IF results showed that the pmTOR and mTOR levels decreased compared to WT-untreated mice, while the pAKT and AKT levels increased. In contrast, IGF-1 (PI3K activator) treatment resulted in the upregulation of pmTOR, mTOR, pAKT, and AKT expression in syna CKO male mice (Figures 7A and 7B). Meanwhile, the results of oil red O staining and TUNEL staining also increased (Figures 7C and 7D). Collectively, these results suggest that syna CKO could lead to male infertility by inhibiting the PI3K/AKT/mTOR signal pathway, increasing lipid accumulation, and apoptosis.

**Figure 6:**
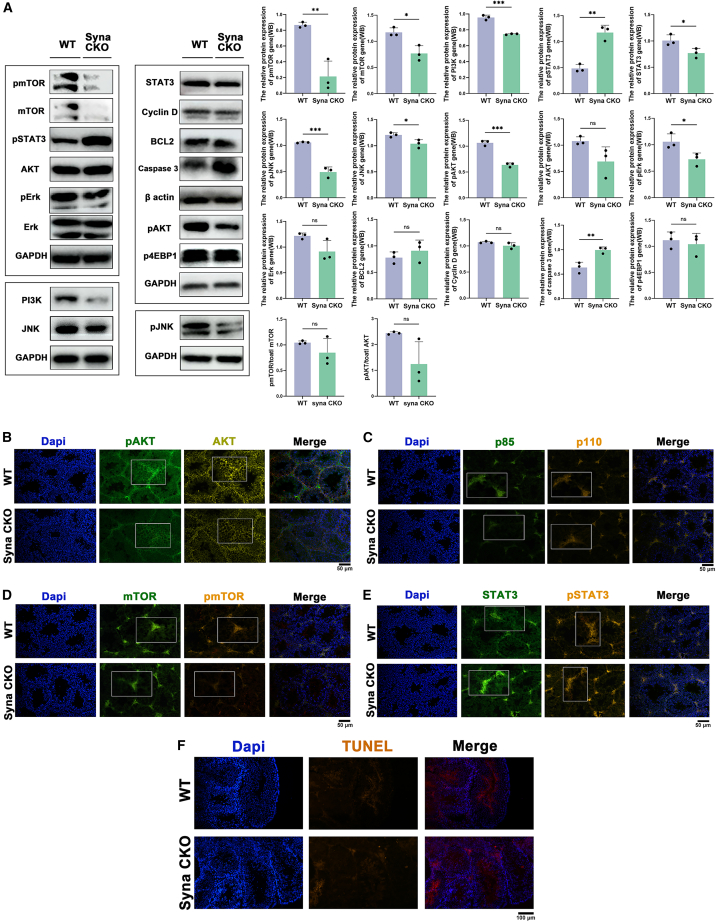
Syna CKO may affect infertility by inhibiting the PI3K/AKT/mTOR signaling pathway (A) The relative protein expression of different genes by WB. Data are presented as mean ± SD of *n* = 3 biologically independent experiments. (B–E) Testis tissues from WT and syna CKO male mice were stained with anti-AKT (yellow)/pAKT (green), anti-PI3K p85 (green)/p110 (orange), anti-mTOR (green)/pmTOR (orange), and anti-STAT3 (green)/pSTAT3 (orange), and DAPI (blue). Scale bars, 50 μm. (F) Testis TUNEL staining of WT and syna CKO male mice was stained with DAPI (blue) and TUNEL (orange). Mean ± standard error is displayed in dot plots and bar charts. ∗∗∗*p* < 0.001, ∗∗*p* < 0.01, and ∗*p* < 0.05 by Student’s *t* test.

**Figure 7:**
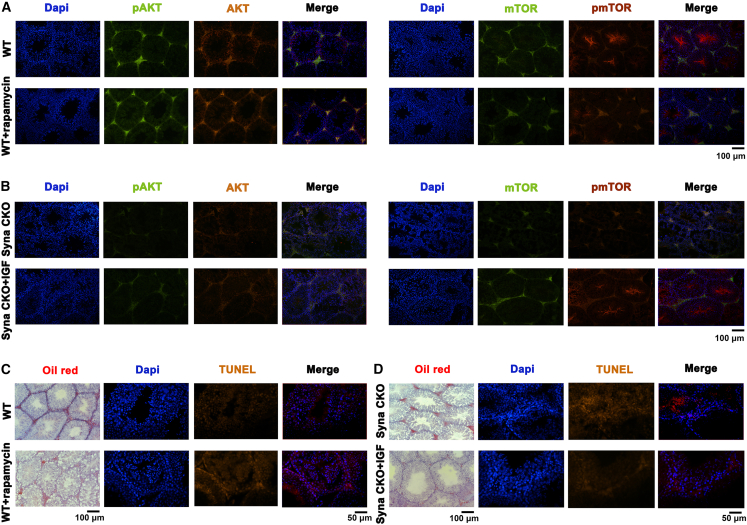
Activation of PI3K/AKT/mTOR signaling pathway rescues apoptotic defects in Syna CKO mice (A and B) Testis tissues from WT mice treated with or without the mTOR inhibitor rapamycin (A) and from Syna CKO mice treated with or without the PI3K activator IGF-1 (B). Tissues were stained with anti-AKT (orange)/pAKT (green), anti-mTOR (green)/pmTOR (red), and Dapi (blue). Scale bars, 100 μm. (C and D) The oil red O staining and TUNEL staining (orange) show lipid accumulation and apoptotic cells in testis sections from WT mice treated with or without rapamycin and syna CKO mice treated with or without IGF-1. Scale bars, 50 μm and 100 μm.

Moreover, flow cytometry results showed that total Ca^2+^ content in testis tissues (*p* < 0.001), Leydig cell numbers (*p* < 0.0001), and Ca^2+^ content in Leydig cells (*p* < 0.0001) of syna CKO male mice were significantly lower than those of WT (Figure 8A). To investigate whether this Ca^2+^ deficiency impairs downstream signaling, the syna cre mouse embryonic fibroblasts (MEFs) cells were treated with calcium ionophore A23187. The WB results revealed that A23187 significantly upregulated the protein levels of pAKT (*p* < 0.01) and pmTOR (*p* < 0.05) compared to the syna CKO group (Figure 8B). Taken together, syna CKO may affect infertility by regulating lipid metabolism and apoptosis mediated by the Ca^2+^ and PI3K/AKT/mTOR signaling pathway.

**Figure 8:**
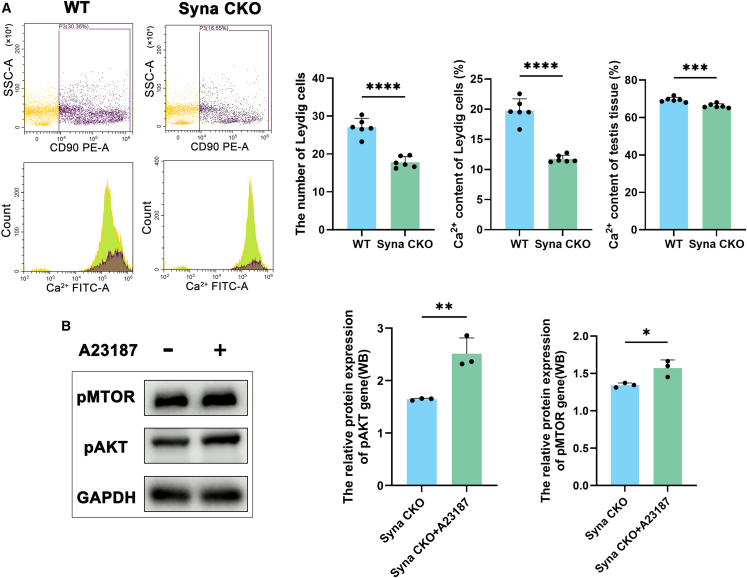
Syna CKO may affect infertility by regulating the PI3K/AKT/mTOR signaling pathway via Ca^2+^ (A) Flow cytometric analysis of Ca^2+^ and Leydig cells between WT and syna CKO testis tissues. Data are presented as mean ± SD of *n* = 6 biologically independent experiments and *n* = 3 technical replicates. (B) The relative protein expression of pmTOR and pAKT in the syna CKO group treated with or without the A23187. Data are presented as mean ± SD of *n* = 3 biologically independent experiments. Mean ± standard error is displayed in dot plots and bar charts. ∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, ∗∗*p* < 0.01, and ∗*p* < 0.05 by Student’s *t* test.

## Discussion

Previous studies have established a correlation between syncytin-1 deficiency and male reproductive disorders. Gizem et al. demonstrated significantly reduced syncytin-1 expression in clinical cases of asthenozoospermia, oligozoospermia, and oligoasthenozoospermia.^25^ Notably, Anne et al. reported embryonic lethality in homozygous syna null murine models,^27^ underscoring its critical role in developmental biology. To further investigate the reproductive-specific function of syncytin-1 in males, the prostatic epithelial-specific syna CKO mouse model was constructed. Studies found that the abnormal development or dysfunction of the testis, epididymis, and prostate are all closely associated with male infertility.^42^^,^^43^^,^^44^ Data in Figures 2A–2D and S3 revealed that reproductive impairment was discovered in syna CKO male mice, characterized by significant reductions in testis and prostate organ size. HE staining showed that the testicular seminiferous tubules, cauda epididymis, and prostate gland were abnormal. These structural abnormalities were strongly associated with the male infertility phenotype. Although distinct testis developmental abnormalities were observed in prostate-specific syna knockout mice, this phenotype may be attributed to baseline non-specific deletion in the testis. In short, our findings suggested that prostate-specific syna CKO disrupts male reproductive development and function.

Syna CKO sperm revealed significant ultrastructural and functional abnormalities. The sperm had severe head abnormalities, including rounded, doubled, or headless. The ultrastructure of the head features irregular nuclear contours and loss of structural demarcation between the nuclear and acrosome. IF analysis showed a complete absence of PNA polarized acrosomal localization. These findings indicate that syna deficiency may impair the critical fertilization processes. Data in Figure 3 showed that the sperm flagella were coiled or absent, which was associated with MMAF phenotypes. The relative mRNA expression of MMAF-related genes showed differences in syna CKO testes, including CCDC39/40, ENO4, AKAP3/4, SPAG6/16, SPEF2, CFAP43/44/69, and DNAH1. The relative protein expression of AKAP3, synb, and SPAG6 genes also significantly differed. All in all, these collectively demonstrate that syncytin-1 deficiency causes sperm abnormality, ultimately leading to reproductive failure.

Abnormalities in the testis-prostate axis could be affected by long-distance transport of hormones, so we measured the concentrations of androgenic reproduction-related hormones. Results in Figure 4A showed that the concentrations of PRL (*p* < 0.01) and PGE2 (*p* < 0.01) were decreased. Previous studies demonstrated that PRL triggers the production of PGE2, which binds to EP2/4 receptors in the cell membranes of testis tissue.^40^^,^^41^^,^^45^ Therefore, syna knockout might affect spermatogenesis by decreasing PRL/PGE2 concentration. PGE2 can also influence the immune response. The results of routine blood tests and flow cytometry confirmed this. In addition, we speculate that the increased concentration of testosterone (T) may be due to the negative feedback effects of sperm abnormalities. The reduction in PGE2 (a physiological inhibitor of Leydig cells) removes the suppression on steroidogenesis, allowing the remaining Leydig cells to autonomously overproduce testosterone (T), potentially supported by other signals from the increased immune cells.^46^ Consistently, in this manuscript, the elevated testosterone (T) and decreased LH were detected in syna CKO mice. In conclusion, syna CKO may cause male infertility by decreasing the concentration of PRL/PGE2 and regulating the immune response.

Syna CKO may contribute to the development of male infertility by affecting apoptosis, lipid metabolism-related gene expression, and signaling pathways. KEGG enrichment analysis predicted 23 up-regulated genes and 9 down-regulated genes. All these genes were detected by qRT-PCR. qRT-PCR results showed 17 up-regulated genes and 4 down-regulated genes, which were consistent with results predicted by RNA-Seq. Several genes involved in lipid metabolism (plin1, elovl4, mboat1), cytokine interactions (ccl7, thpo, tslp), PI3K/AKT, and MAPK signaling pathways (rasgrp4, ins2, fos) showed significant differences between the two groups. WB and IF results further confirmed that PI3K/AKT/mTOR and MAPK signaling pathway-related proteins were inhibited in CKO mice. The discrepancy between the total protein expression trend and the activation ratio may be attributed to the fact that syna CKO primarily affects the protein expression of these genes. WT mice treated with rapamycin inhibited the PI3K/AKT/mTOR pathway, syna CKO mice treated with IGF-1 rescued this pathway. Furthermore, the intracellular Ca^2+^ levels of testis tissues and testis Leydig cells were significantly reduced in syna CKO mice. Previous studies showed PI3K signaling regulates Ca^2+^ channel trafficking,^47^^,^^48^ and intracellular Ca^2+^ is vital for AKT phosphorylation.^49^^,^^50^^,^^51^ To determine whether calcium contributes to male infertility via the PI3K/AKT/mTOR pathway, the syna CKO MEF cells were treated with Ca^2+^ ionophore A23187. The results showed that A23187 significantly rescued the levels of pAKT and pmTOR. The expression of STAT3 was higher, which serves as a convergence point of multiple pathways, integrating extracellular signals to drive transcriptional reprogramming. These findings further confirmed that syna knockout could induce male infertility by inhibiting the PI3K/AKT/mTOR pathway.

The interplay between these pathways indicates that syna may regulate the fertility function by coordinating multiple intracellular signaling cascades. In previous publications, the inhibition of the PI3K/AKT signaling axis compromises mitochondrial function and disrupts metabolic homeostasis. This impairment typically leads to intracellular lipid overload due to defective fatty acid oxidation. The consequent lipotoxicity triggers fatal endoplasmic reticulum stress and activates the Bcl-2/Bax/Caspase-3 apoptotic pathway in testis cells, ultimately resulting in spermatogenic failure.^52^^,^^53^^,^^54^ In this manuscript, the expression of the lipid metabolism-related genes and caspase 3 was all upregulated in syna CKO mice. The oil red O staining and IF further demonstrated that apoptosis and lipid accumulation both occurred primarily in the testis interstitium. This excessive lipid deposition, compounded by the loss of AKT/mTOR-mediated survival signals, drives the sperm apoptotic process. The potential mechanisms underlying syna CKO-induced male infertility are summarized in Figure 9 as follows: First, syna CKO results in reduced circulating levels of PRL and PGE2. Second, the genetic ablation leads to the downregulation of Ca^2+^ and PI3K/AKT/mTOR signaling pathway, which triggers dual pathological effects: On the one hand, the activation of apoptotic pathways through the upregulation of the caspase 3 protein. On the other hand, the disruption of lipid metabolic processes. These syna CKO-mediated alterations in endocrine signaling, immune regulation, and cellular apoptosis/metabolic pathways collectively contribute to the pathogenesis of male infertility.

**Figure 9:**
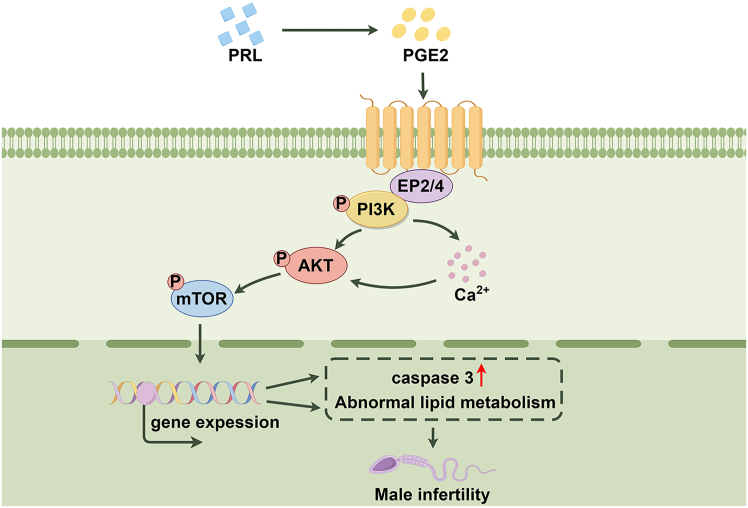
Diagram of the signaling pathway of syna CKO-induced male infertility PRL stimulates the production of PGE2, which binds to its receptors EP2/4 on the cell membrane. Activation of EP2/4 receptors leads to the phosphorylation of PI3K, subsequently activating the phosphorylation of AKT/mTOR and the release of Ca^2+^. The concentration of PRL/PGE2 decreased, and PI3K/AKT/mTOR signaling pathways were inhibited in syna CKO male mice, which caused caspase 3 overexpression and abnormal lipid metabolism, thereby contributing to male infertility.

In conclusion, we found that syna deficiency was able to cause low fertility and abnormal morphology of the prostate, testis, and sperm in male mice. And syna deficiency disrupts PRL/PGE2 secretory homeostasis, thereby exacerbating testicular lipid accumulation and apoptosis by suppressing the Ca^2+^ and PI3K/AKT/mTOR signaling axis, ultimately leading to spermatogenic dysfunction and male infertility. Syna represents a potential biological marker and therapeutic target for male infertility.

### Limitations of the study

This study contains two main limitations. First, our results are primarily based on mouse models, necessitating clinical validation in human cohorts to confirm the diagnostic utility of syna. Second, the specific therapeutic application of syncytin-1 for treating male infertility requires further development. Future research will focus on human clinical validation and the optimization of syna-based interventions.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, H.L. Yu ().

### Materials availability

This study did not generate new unique reagents, and all materials are commercially available. The prostatic epithelial-specific syncytin-a conditional knockout (syna CKO) mouse model, and any additional analysis information in this study, are available by request to the lead contact.

### Data and code availability

• The raw and processed RNA-seq data reported in this paper have been deposited at GEO: GSE324927 and are publicly available as of the date of publication. Original western blot images and any other datasets reported in this paper will be shared by the lead contact upon request.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

This research was funded by the 10.13039/501100007129Shandong Provincial Natural Science Foundation, grant no. ZR2020MH078 and ZR2020MH070, the Pudong New Area Health System Medical Discipline Development Project, grant no. 2024-G-D006, the Pudong New Area Health Commission Discipline Development Plan, grant no. PWZxk2025-05, and the College Students’ Innovative Entrepreneurial Training Plan Program of 10.13039/501100008853Jining Medical University, grant no. cx2024159z.

## Author contributions

Conceptualization, Z.K.Z. and H.L.Y.; methodology, Q.Q.W., Z.W.W., Z.P.L., and Q.B.; investigation, D.L.L., X.T.Y., Y.Z., and N.C.; writing – original draft, Q.Q.W.; writing – review and editing, Z.K.Z., H.L.Y., and Q.Q.W.; funding acquisition, Z.K.Z. and H.L.Y.; resources, Z.K.Z. and H.L.Y.; supervision, Z.K.Z. and H.L.Y.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Syncytin-1	Bioss	Cat #bs-2962R; RRID: AB_11106881
ERVFRD1	Bioss	Cat #bs-15466R; RRID: AB_3720112
ENO4	Elabscience	Cat #E-AB-17910
CCDC39	Affinity	Cat #DF13893
SPAG6	Proteintech	Cat #12462-1-AP; RRID: AB_2194798
AKAP3	Proteintech	Cat #13907-1-AP; RRID: AB_2273887
GAPDH	Affinity	Cat #AF7021
β-actin	Affinity	Cat #AF7018
Phospho-AKT1	Abcepta	Cat #AP3434a; RRID: AB_1208350
Akt	Cell Signalling Technology	Cat #4691S; RRID: AB_915783
Phospho-STAT3	Abcam	Cat #ab76315; RRID: AB_1658549
STAT3	Abcam	Cat #ab119352; RRID: AB_10901752
p44/42 MAPK (Erk1/2)	Cell Signalling Technology	Cat #4695S; RRID: AB_390779
Phospho-p44/42 MAPK (pErk1/2)	Cell Signalling Technology	Cat #4370S; RRID: AB_2315112
Phospho-mTOR	Cell Signalling Technology	Cat #5536P; RRID: AB_10691552
mTOR	Cell Signalling Technology	Cat #2983P; RRID: AB_2105622
Phospho-4E-BP1	Cell Signalling Technology	Cat #2855P; RRID: AB_560835
Anti-Bcl-2	Abcam	Cat #ab196495; RRID: AB_2924862
Cleaved-Caspase 3	Affinity	Cat #AF7022
Cyclin D1	Boster	Cat #BM4272
Phospho-JNK1/2/3	Affinity	Cat #AF3318
JNK1/2/3	Affinity	Cat #AF6319
PI3 Kinase p110α	Omnimabs	Cat #OM644122
Syncytin-1	Biorbyt	Cat #orb100573; RRID: AB_2857960
β-Tubulin	Affiniity	Ca t#T0023
anti-rabbit IgG, HRP-linked antibody	Cell signaling technology	Cat #7074P2; RRID: AB_2099233
anti-mouse IgG, HRP-conjugated antibody	Abconal	Cat #AS003

**Chemicals, peptides, and recombinant proteins**		

TB Green Premix Ex Taq	Takara	Cat #RR820A
M-PER	Thermo scientific	Cat #QJ222436
4% (mass/vol) paraformaldehyde	Biosharp	Cat #BL539A
Rapamycin	MCE	Cat #HY-10219
IGF-1	Beyotime	Cat #P5502
PNA-FITC	Sigma	Cat #L7381
DAPI	Beyotime	Cat #P0131
Mito-Tracker Red CMXRos	Beyotime	Cat #C1049B
white blood cell marker CD45	Biolegend	Cat #147703,
T cell markers: CD3	Biolegend	Cat #100203,
T cell markers: CD8	Biolegend	Cat #100713
T cell markers: CD4	Biolegend	Cat #100433
B cell marker: CD19	Biolegend	Cat #115512
NK cell marker: CD16	Biolegend	Cat #158003
PE Anti-Mouse CD90 Antibody	Elabscience	Cat #E-AB-F1283D
Fluo 3-AM	Solarbio	Cat #F8840
Epoxy resin	Epon	Cat #812
Lenti-EF1α-Cre-P2A-EGFP-Puro	Beyotime	Cat #C4102
Calcium ionophore A23187	Glpbio	Cat #GC11200

**Critical commercial assays**		

Hematoxylin and eosin (HE) kit	Beyotime	Cat #C0105S
TUNEL staining kit	Glpbio	Cat #GK10041
Prime Script RT reagent Kit with gDNA Eraser	Takara	Cat #RR047A
Testosterone (T) ELISA kit	MEIMIAN	Cat #MM-0569M2
Gonadotropin-releasing hormone (GnRH) ELISA kit	MEIMIAN	Cat #MM-0506M2
Luteinizing hormone (LH) ELISA kit	MEIMIAN	Cat #MM-44039M2
Prostaglandin E2 (PGE2) ELISA kit	MEIMIAN	Cat #MM-0062M2
Prolactin (PRL) ELISA kit	MEIMIAN	Cat #MM-0553M2
Oil red O staining kit	Beyotime	Cat #C0157S

**Deposited data**		

RNA-seq	Sangon biotech, Shanghai, China	https://store.sangon.com/
Raw and processed RNA-seq data	This paper; Gene Expression Omnibus (GEO)	GSE324927

**Experimental models: Cell lines**		

E14 Syna^ff^ MEF cell	This paper.	N/A

**Experimental models: Organisms/strains**		

syna^f/-^ mouse	Cyagen biosciences, Suzhou	https://www.cyagen.com/
Pbsn-cre mouse	Cyagen biosciences, Suzhou	https://www.cyagen.com/

**Software and algorithms**		

Applied Biosystems QuantStudio 5 Real-Time PCR System	Thermo Fisher	https://www.thermofisher.com/
Image J software	ImageJ	https://imagej.nih.gov/ij
GraphPad Prism 10	GraphPad Software	https://www.graphpad.com/
Adobe Photoshop	Adobe Photoshop (2021)	RRID: SCR_014199
Adobe Illustrator	Adobe Illustrator (2021)	RRID: SCR_010279
CytExpert software (v.2.5)	Beckman Coulter	https://www.beckman.com/
FastQC (v.0.11.9)	Babraham Bioinformatics	RRID: SCR_014583
DESeq2	Love et al., 2014	RRID: SCR_000154
WGCNA	Langfelder and Horvath, 2008	RRID: SCR_003302
topGO	Alexa A, Rahnenführer J, 2010	RRID: SCR_014790
clusterProfiler	Yu et al., 2012	RRID: SCR_016884

### Experimental model and study participant details

#### Animals

The mouse syna gene (Gene ID: 214292) is located on chromosome 5, containing 6 exons. 

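In the GENCODE M21 annotation of GRCm38, Syna lies on the minus strand of chromosome 5 from 134558146 to 134560171 and has 1 transcript with 1 exon of 2026 bases. The coding sequence in this exon runs from 134558243 to 134560093, 1851 bases without the stop codon, with the start codon at 134560091 to 134560093 and the stop codon at 134558240 to 134558242. The untranslated parts are annotated as 78 bases upstream and 97 bases downstream, the latter with the stop codon included. The paper gives the gene 6 exons with the open reading frame in exon 1, and the annotation holds 1 exon, the one with the open reading frame. No other gene overlaps this exon on the same strand, and 0% of its 31-base words occur in another annotated gene.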

Exon 1 has a complete open reading frame. We targeted the ATG start codon in exon 1 and the TAG stop codon in exon 1, using the CRISPR-Cas9 system. The gRNA sequences are 5-TAACCTGGACAGTCTAACCCAGG-3 and 5-CCTTTGGTTGAGAAGCCCCCAGG-3. 

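Both guide sequences, TAACCTGGACAGTCTAACCCAGG and CCTTTGGTTGAGAAGCCCCCAGG, are given with their last 3 bases as AGG. Neither has an exact match, on either strand, in any transcript of the GENCODE M21 annotation, and a genome sequence was not used here. The forward primer ATGGTTCGTCCTTGGGTTTTC, in 1 of the 2 forms in which the supplement lists it for Syna, matches the Syna transcript alone and starts at its base 79, the first base of the coding sequence.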

C57BL/6J heterozygous syna^f/-^ mouse model was constructed by Cyagen biosciences, Suzhou, China. Pbsn-cre is a transgenic mouse line with the prostate-specific expression of cre recombinase under the control of an ARR_2_PB promoter.^55^^,^^56^ It was provided by Cyagen biosciences, Suzhou, China. To obtain prostate-specific syna knockout male mice, we crossed syna^f/-^ female mice with Pbsn-cre male mice according to the scheme in Figure S1. We mainly used four methods to identify mouse genotypes: PCR amplification of genomic DNA from the tails and prostate tissues of the mice. The qRT-PCR experiments and WB were used to detect the expression of syna in prostate tissues. DNA sequencing for re-validation. The information on PCR primers used for genotyping is shown in Table S1. For homozygous mice, a 376bp fragment was obtained with F1/R1 paired primers, and a 216bp fragment with F2/R2 paired primers. When the syna was knocked out, a fragment of 413bp was obtained using the cre primer. A 265bp fragment was obtained using F1/R2 primers when syna was conditionally knocked out in the prostate. All mice were reared at the Animal Center of Jining Medical University, and all animal experiments were carried out according to the standards of the Animal Ethics Committee of Jining Medical University (JNMC-2024-DW-237).

Our research specifically investigates male infertility and spermatogenic dysfunction caused by syna deficiency, so this study focused exclusively on male mice.

#### Cell lines

Primary MEFs were isolated from E14 Syna^ff^ mouse embryos. MEFs were infected with Lenti-EF1α-Cre-P2A-EGFP-Puro (C4102, Beyotime) to generate syna-deficient cells. The primary MEFs were validated by embryo genotyping and subsequent PCR/Western blot confirmation of Cre-mediated recombination. All cells were routinely tested for mycoplasma contamination using a PCR-based detection kit and confirmed to be negative before use.

### Method details

#### Mouse fertility testing

The pbsn-cre, syna^flox/flox^ (syna CKO) male mice and their littermate control wild-type (WT) male mice aged 8-12 weeks. They were mated individually with four WT C57BL/6J female mice (8–16 weeks old, proven fertility). The number of vaginal plugs and pups was counted over 12 weeks, recording individual litters' numbers and birth dates.^57^

#### Quantitative real-time PCR (qRT-PCR)

Total RNA was isolated from the sperm, testis tissues, and prostate tissues of 4-month-old syna CKO mice or WT mice. The cDNA was acquired using the Prime Script RT reagent Kit with gDNA Eraser (RR047A, Takara). All qRT-PCR reactions were followed by TB Green Premix Ex Taq instructions (RR820A, Takara). The primer sequences used were all listed in Table S1. qRT-PCR was detected applied Biosystems QuantStudio 5 Real-Time PCR System (Thermo Fisher). GAPDH was used as an internal control. The levels of relative expression were calculated by the comparative C(T) method.

#### Western blotting (WB)

Protein was extracted using M-PER (QJ222436, Thermo scientific) from testes, prostate tissues, and ground with a cryo-mill (Scientz-48L). WB was performed following the same procedure as before [30]. Samples were incubated individually with primary antibodies, followed by incubation with the secondary antibody, anti-rabbit IgG, HRP-linked antibody (1:3000, 7074P2, Cell signaling technology), and anti-mouse IgG, HRP-conjugated antibody (AS003, Abconal). Detailed information about the primary antibodies was provided in Table S2. The β-actin and GAPDH served as internal standards.

#### Tissue collection and histological analysis

In 4-month-old WT male mice and syna CKO male mice, peripheral blood was first obtained for the mouse routine blood count test (YAN-305A, Yuyan). Then the testis, prostate, heart, liver, spleen, and kidney were obtained by dissection. The tissues were weighed and photographed. The testes and prostates were fixed in 4% (mass/vol) paraformaldehyde (BL539A, Biosharp), then embedded in OCT (Tissue-Tek O.C.T. compounds, Sakura), and 10 μm frozen sections were made (CM1950, Leica). They were subsequently used for hematoxylin and eosin (HE) staining according to the manufacturer’s instructions (C0105S, Beyotime) for histological analysis. For pharmacological intervention experiments, 4-month-old WT male mice were treated with intraperitoneal injections of rapamycin (HY-10219, MCE) at a dosage of 5 mg/kg (injection volume: 10 mL/kg) for 5 consecutive days. In contrast, 4-month-old syna CKO male mice were treated with a single intraperitoneal injection of IGF-1 (P5502, Beyotime) at a dosage of 1.5 mg/kg (injection volume: 10 mL/kg) for 30 minutes. Then, testis tissues were fixed, embedded, sectioned, and performed IF and TUNEL staining (GK10041, Glpbio).

#### Mouse sperm collection

Tissues from the caudal epididymal of WT and syna CKO male mice were isolated and placed in 1 ml PBS. The tissues were cut with surgical scissors and incubated at 37°C for 20 minutes to allow the sperm to flow out naturally. Sperm were coated on slides for sperm motility analyses, and sections were subjected to morphological analyses and immunofluorescence staining after fixing in 4% paraformaldehyde.

#### Immunofluorescence staining

Briefly, for sperm staining, sperm sections were incubated with the primary antibody overnight at 4°C. Next, incubated with the secondary antibodies for 60 minutes and with PNA-FITC (L7381, Sigma) for 60 minutes at room temperature. Sperm nuclei were counterstained with DAPI (P0131, Beyotime). Sperm mitochondria were counterstained with Mito-Tracker Red CMXRos (1:1000 dilution, C1049B, Beyotime). Finally, imaged via the orthogonal fluorescence microscope (Nikon, Japan).

For tissue staining, the antigen was repaired with 1× Sodium Citrate Antigen Retrieval Buffer (with a pH of 6.0). The remaining steps are the same as those for sperm immunofluorescence staining. All detailed information on antibodies is shown in Table S2.

#### Enzyme-linked immunosorbent assay (ELISA)

We performed ELISA to detect the concentrations of testosterone (T) (MM-0569M2), GnRH (MM-0506M2), LH (MM-44039M2), PGE2 (MM-0062M2), and PRL (MM-0553M2), further investigating the developmental and reproductive effects of syna CKO on 4-month-old male mice. All procedures were carried out according to the MEIMIAN company’s protocol. The concentration value of each sample was calculated according to the curve equation by plotting the linear regression curve of the standard.

#### Flow cytometry analysis

Single-cell suspensions were obtained from mouse peripheral blood and testis tissues, and flow cytometry was used to analyze individual subsets. The white blood cell marker CD45 (147703, Biolegend), the T cell markers: CD3 (100203, Biolegend), CD8 (100713, Biolegend), and CD4 (100433, Biolegend), the B cell marker CD19 (115512, Biolegend), and the NK cell marker CD16 (158003, Biolegend), testis Leydig cells marker CD90 (E-AB-F1283D, Elabscience), and Fluo 3-AM (F8840, Solarbio) were analyzed. The experiment was performed by Beckman CytoFlex and analyzed by CytExpert2.5 software.

#### Transmission electron microscopy (TEM) analysis and scanning electron microscopy (SEM) analysis

For the TEM assay, sperm were fixed with 2.5% glutaraldehyde and 1% osmium tetroxide, and then dehydrated with gradient ethanol. Infiltrate the samples overnight with a mixture of acetone and epoxy resin (Epon 812), then infiltrate with pure epoxy resin overnight. Polymerize at 60°C for 48 hours. Cut ultrathin sections of 60-80 nm using an ultramicrotome. Stain the sections with uranyl acetate and lead citrate for 15 minutes each. Imaging under a transmission electron microscope (Hitachi S-4800). For the SEM assay, sperm were fixed with 3-4% glutaraldehyde, dehydrated with gradient ethanol, and dried naturally. Gold was sprayed on the samples with a HITCH E-1010 ion sputterer to increase the conductivity. Imaging was done under the scanning electron microscopes (Hitachi JEM-2100 and Thermo scientific quattro ESEM).^58^

#### RNA sequencing (RNA-Seq) analysis and bioinformatics

Total RNA was extracted from the entire testes of 4-month-old WT and syna CKO male mice using trizol and then sequenced. Sequencing was performed using the Illumina Hiseq™ platform. The quality was assessed by FastQC. Gene co-expression analysis was performed using WGCNA, and the DESeq2 software acquired the differentially expressed genes (DEGs) analysis. The topGO software was used for GO enrichment analysis. The enrichment analyses of the KEGG pathway and KOG classification were performed using the clusterProfiler. The sequencing and data analyses were all performed by Sangon biotech (Shanghai, China).

#### Oil red O staining

Oil red staining of frozen testis sections from 4-month-old syna CKO and WT male mice was performed to observe the effect of syna CKO on lipid metabolism. According to the manufacturer’s instructions, the oil red O staining kit (C0157S, Beyotime) was used.

#### Cell culture and calcium rescue experiment

Primary MEFs were isolated from E14 Syna^ff^ mouse embryos. MEFs were infected with Lenti-EF1α-Cre-P2A-EGFP-Puro (C4102, Beyotime) to generate syna-deficient cells. For the calcium rescue assay, syna-deficient MEFs were treated with the calcium ionophore A23187 (GC11200, Glpbio) (1 μM for 30 min) to induce calcium influx. Cells were then lysed in M-PER mammalian protein extraction reagent (QJ222436, Thermo scientific) supplemented with protease and phosphatase inhibitors. Total protein was extracted, and the expression levels of p-AKT and pmTOR were analyzed by WB.

### Quantification and statistical analysis

Statistical analyses were performed using GraphPad Prism software (version 10.3.1, GraphPad Software, Boston, MA, USA). ImageJ software was utilized for the quantification of grey values in Western blot bands. All statistical details, including the exact value of n and specific tests used, are indicated in the figure legends. Data are presented as the mean ± standard deviation (SD).

Comparisons between two groups (e.g., WT vs. Syna CKO) were analyzed using an unpaired, two-tailed Student’s t-test. Before analysis, the assumption of homogeneity of variance was verified using the F-test (P > 0.05), confirming that the data met the assumptions for the parametric approach. Significance was defined as P < 0.05.

# Supplementary material for: Syncytin-a deficiency compromises murine sperm function by suppressing PRL/PGE2 and PI3K/AKT/mTOR pathway
**Source:** iScience. 2026 Apr 12;29(5):115694. doi: 10.1016/j.isci.2026.115694
**Supplement:** Document S1. Figures S1–S8 and Tables S1 and S2

## **Supplemental information**

### **Syncytin-a deficiency compromises murine sperm function by suppressing PRL/PGE2 and PI3K/AKT/mTOR pathway**

**Qianqian Wang, Zhenwei Wang, Zhenpeng Li, Dongle Liu, Xiaotong Yan, Yan Zhang, Ning Chi, Qiang Bian, Zhankui Zhao, and Honglian Yu**

Inventory of Supplemental Information

1 Figure S1-S8

2 Table S1 and S2

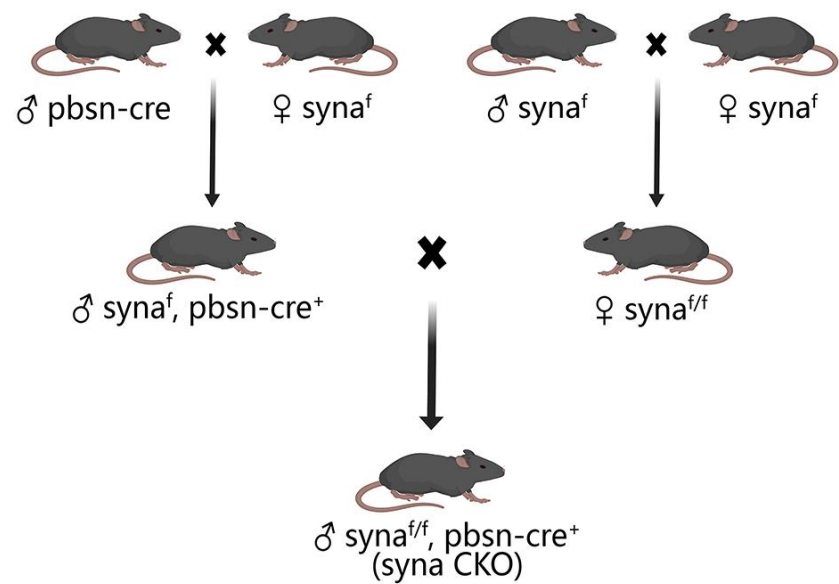

Figure S1. The breeding program of syna CKO male mice.

The syna CKO mice were eventually obtained by breeding the pbsn-cre and syna<sup>f</sup> mice.

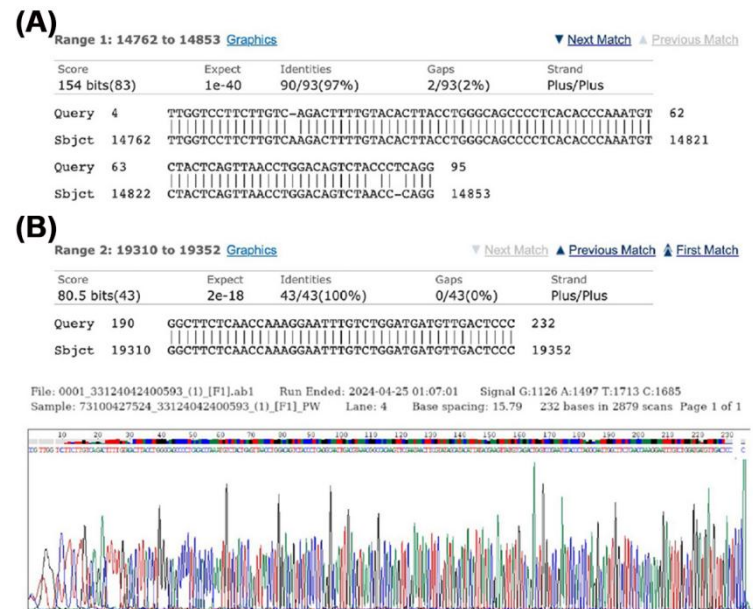

Figure S2. The analysis of gene sequencing.

(A) NCBI Blast result between DNA sequencing sequence and syna gene sequence.

(B) DNA sequencing results in Chromas software.

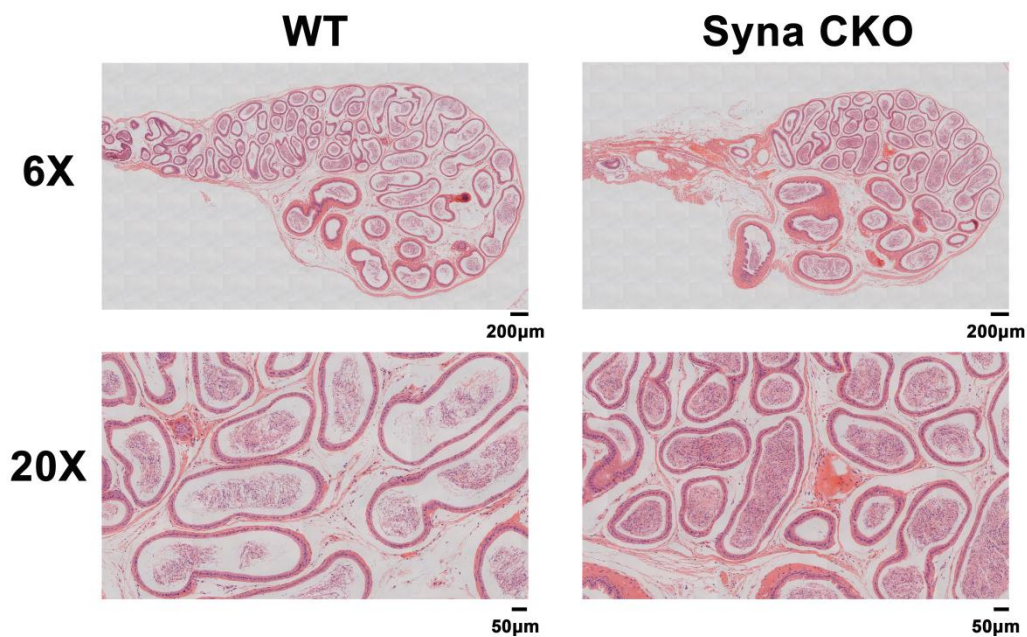

**Figure S3. HE staining of the cauda epididymis from WT and syna CKO male mice. Scale bars: 50µm, 200µm.**

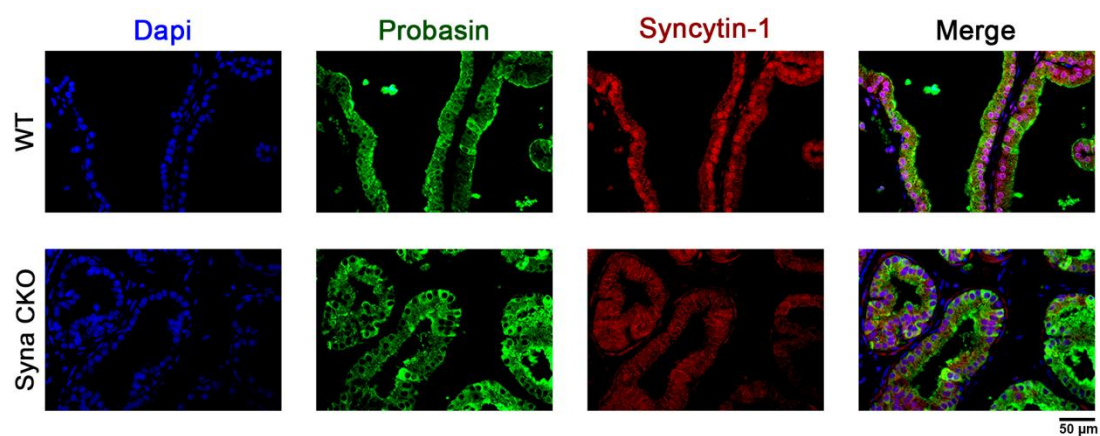

**Figure S4. Immunofluorescence staining of the prostate from WT male mice and syna CKO male mice.**

Prostate sections were incubated with primary antibodies probasin (green) and syncytin-1 (red), and Dapi (blue). The merged image shows that the expression of syncytin-1 decreased in syna CKO male mice than in WT male mice, and the prostate epithelial secretory cells were loosely arranged in syna CKO mice. Scale bars: 50 µm.

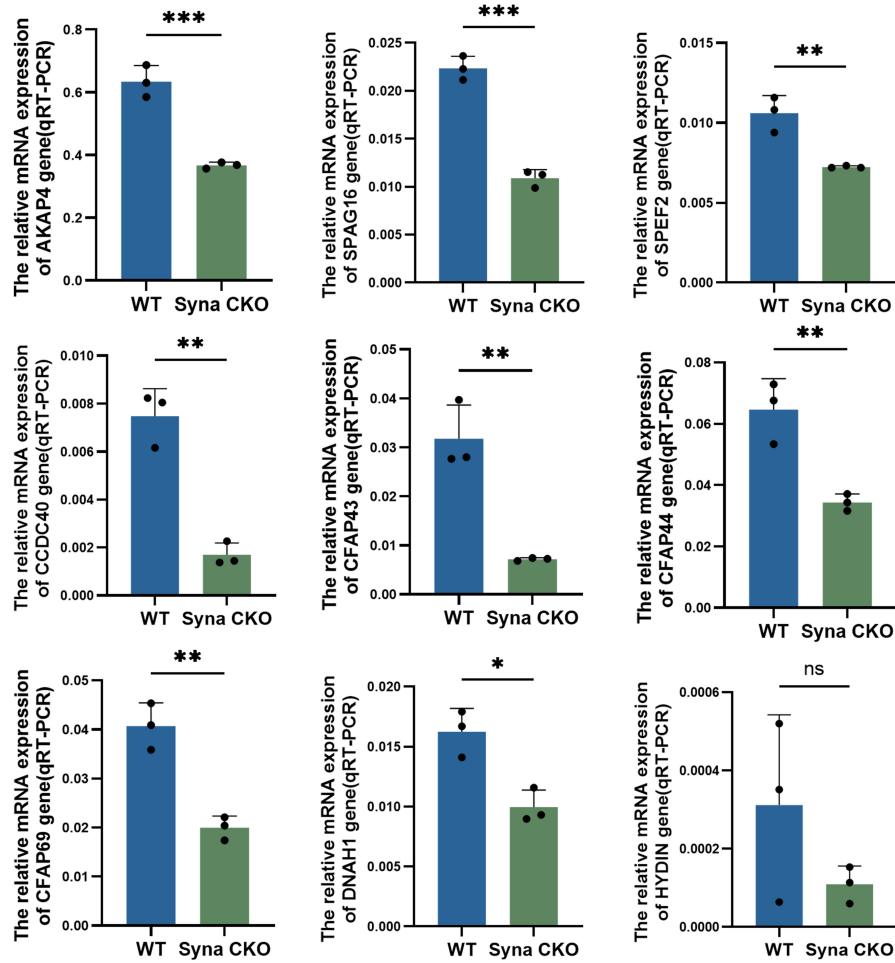

**Figure S5. The relative mRNA expression of different genes.**

These figures revealed the relative mRNA expression of AKAP4, SPAG16, CCDC40, CFAP43, CFAP44, CFAP69, SPEF2, DNAH1 and HYDIN genes. GAPDH was used as an internal control. Data are presented as mean ± SD of n = 3 biologically independent experiments.

Mean ± standard error is displayed in dot plots and bar charts. \*\*\*P<0.001, \*\*P<0.01, \*P<0.05.

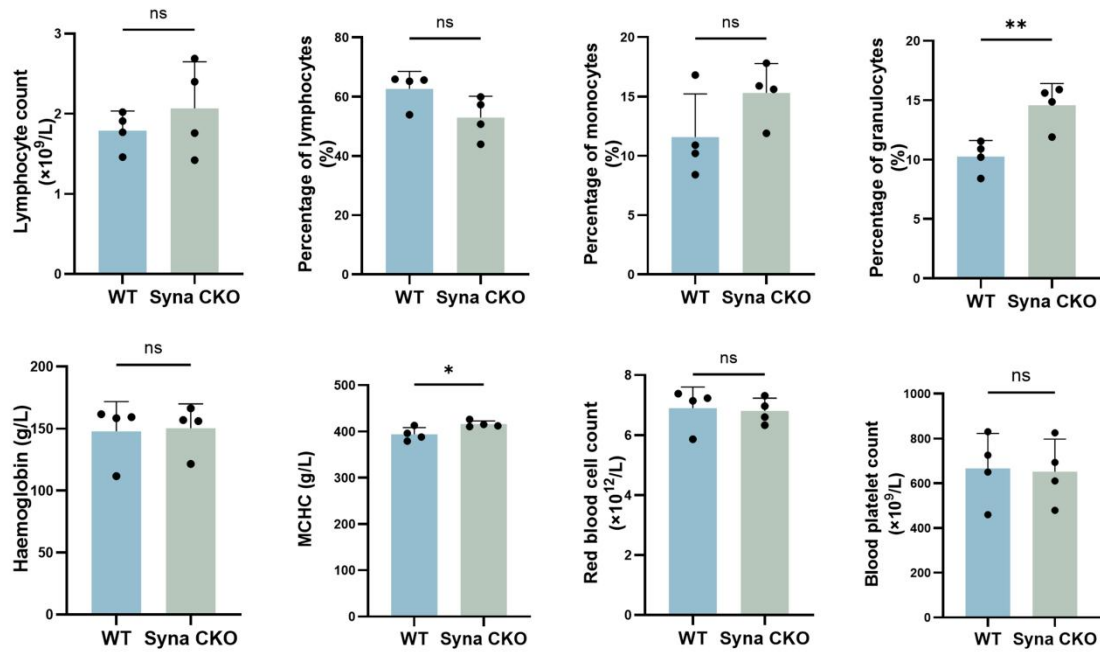

**Figure S6. The results of the routine blood test.**

The counts of lymphocyte, red blood cells, and blood platelet. The percentage of lymphocytes, monocytes, and granulocytes. And the concentration of haemoglobin and mean corpuscular hemoglobin concentration (MCHC). Data are presented as mean  $\pm$  SD of  $n = 4$  biologically independent experiments. Mean  $\pm$  standard error is displayed in dot plots and bar charts. \*\*P<0.01, \*P<0.05.

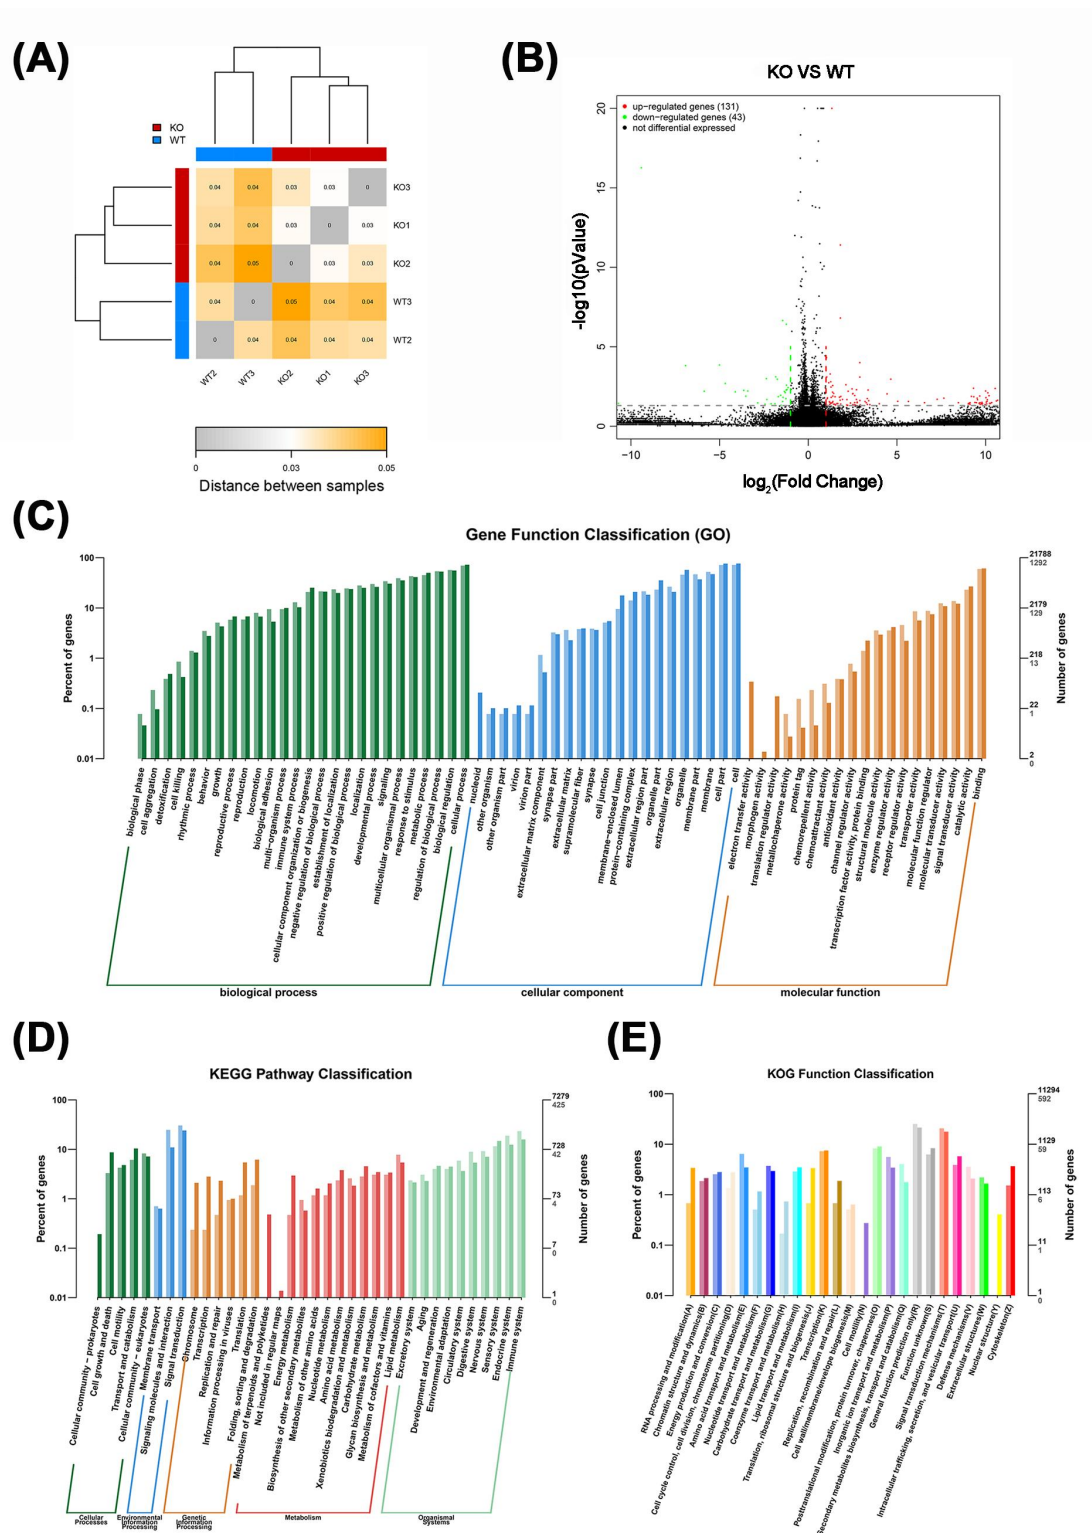

**Figure S7. Comparative transcriptomic analysis between knockout (KO) and wild-type (WT) samples.**

(A) Heatmap on the distance between WT and syna CKO male mice.

(B) Volcano map on differential genes between WT and syna CKO male mice.

(C) Gene Ontology (GO) classification is divided into three categories: biological process (green bars), cellular component (blue bars), and molecular function (orange bars).

(D) KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway classification, with the genes grouped into different pathway categories such as cellular processes (dark green bars), environmental information processing (blue bars), genetic information processing (orange bars), metabolism (red bars) and organismal systems (light green bars).

(E) KOG (euKaryotic Ortholog Groups) function classification displays genes in various functional categories such as signal transduction, cell cycle control, and metabolism. Values on the bar graph and vertical axis are light for differential genes and dark for all genes. The right vertical axis is the number of genes within the category, and the left vertical axis is the percentage of genes annotated to the function (differential genes/all genes).

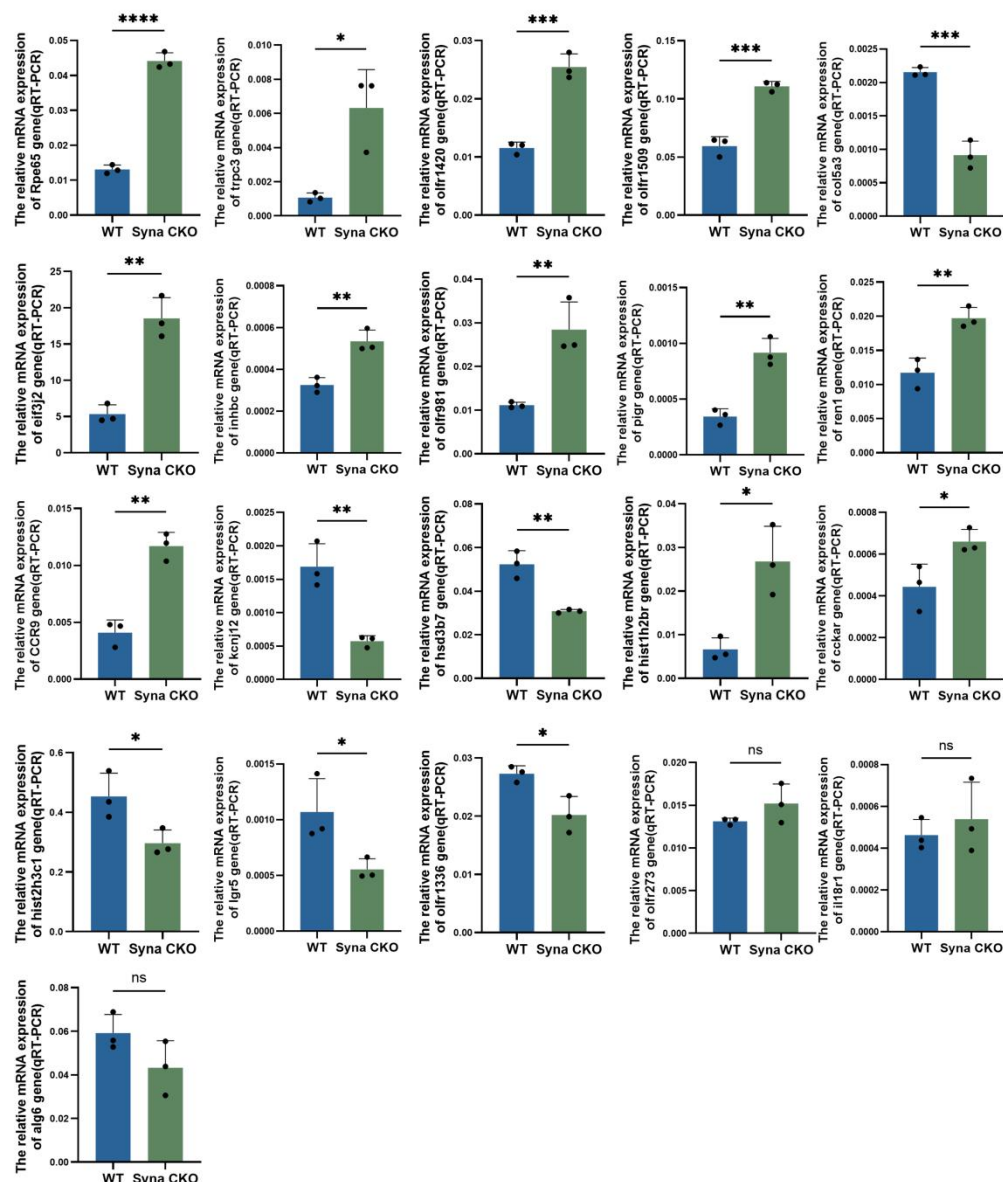

### Figure S8. The relative mRNA expression of different genes by qRT-PCR.

The relative mRNA expression of rpe64, trpc3, olfr1420, olfr1509, col5a3, eif3j2, inhbc, olfr981, pigr, ren1, ccr9, kcnj12, hsd3b7, hist1h2br, cckar, hist2h3c1, lgr5, olfr1336, olfr273, il18r1, and alg6 genes. Data are presented as mean  $\pm$  SD of n = 4 biologically independent experiments.

Mean  $\pm$  standard error is displayed in dot plots and bar charts. \*\*\*\*P<0.0001, \*\*\*P<0.001, \*\*P<0.01, \*P<0.05.

## 2 Table S1 and S2

Table S1 Primers for genotyping and PCR

| Gene             | Direction |    | Sequence (5'-3')          | Products (bp)            |
|------------------|-----------|----|---------------------------|--------------------------|
| Syna             | Loxp-1    | F1 | GGAGCAAAGGCTCTTAGCATCT    | WT=306;<br>flox/flox=376 |
|                  |           | R1 | CACAAACAGACATGCAAGTCACTCA |                          |
|                  | Loxp-2    | F2 | CTCCCTTCCCAAGGTTTATCTCAG  | WT=149;<br>flox/flox=216 |
|                  |           | R2 | GGGAGTCAACATCATCCAGACAAA  |                          |
| Cre              | Loxp      | F1 | GGAGCAAAGGCTCTTAGCATCT    | 265                      |
|                  |           | R2 | GGGAGTCAACATCATCCAGACAAA  |                          |
|                  |           | F  | CATATTGGCAGAACGAAAACGC    | 413                      |
|                  |           | R  | CCTGTTTCACTATCCAGGTTACGG  |                          |
| Synb             |           | F  | TGCTTGTCTACCCAAACCCAG     | 101                      |
|                  |           | R  | GGCCTGACTGAGTAGGTAAGATG   |                          |
| $\alpha$ tubulin |           | F  | TGTGGATTCTGTGGAAGGCG      | 150                      |
|                  |           | R  | AAGCACACATTGCCACATACAA    |                          |
| Syna             |           | F  | ATGGTTCGTCCTTGGGTTTTTC    | 93                       |
|                  |           | R  | GTGTTGAGTGAGGTTTACCAGG    |                          |
| GAPDH            |           | F  | TGGCCTTCCGTGTTCTAC        | 178                      |
|                  |           | R  | GAGTTGCTGTTGAAGTCGCA      |                          |

|        |        |                                                  |     |
|--------|--------|--------------------------------------------------|-----|
| Syna   | F<br>R | ATGGTTCGTCCTTGGGTTTTC<br>GTGTTGAGTGAGGTTTACCAGG  | 93  |
| Synb   | F<br>R | TGCTTGTCTACCCAAACCCAG<br>GGCCTGACTGAGTAGGTAAGATG | 101 |
| AKAP3  | F<br>R | ATGGCGGATAGGGTTGACTG<br>CACTCGGACAGGATCTGTTGA    | 123 |
| AKAP4  | F<br>R | GTCAGAAGGCGAGTTAAATCTGG<br>ATCCCTCCGTCTTAGACTGGT | 95  |
| DNAH1  | F<br>R | CGCCTGTCTTCTGGATCAGT<br>ATTTCTGATGACGCCTCGGG     | 142 |
| ENO4   | F<br>R | AGGACGGAGGGATACGCTTTT<br>AGGGTTAAGTAGAGAGGATCGC  | 150 |
| HYDIN  | F<br>R | AAAATCCCAAACGTGCTCTTCT<br>GGGTGGTAAGACTTTGCTCTG  | 189 |
| SPEF2  | F<br>R | GACCGTGAGTCCCAAGTCATT<br>GCAAGCGGGAGAAATTGTTAAG  | 149 |
| SPAG6  | F<br>R | GGTGGACGCAGGAGCTATTG<br>CTCTGCTTCAACAACCATCTCT   | 139 |
| SPAG16 | F<br>R | CCAGATCCAAACGTGACTTCA<br>CCAGACAACCAATCAGTGTGG   | 227 |
| CFAP69 | F<br>R | AACAGCAGTTGGATGTCCGC<br>AGGCTTGAAAAATACCCTGCATC  | 293 |
| CFAP43 | F<br>R | GCTTCTGGAATTGATGGTGTGA<br>GACAGCCTGCACTTTCCCA    | 228 |
| CFAP44 | F<br>R | AAGAGTCGTATCTGGGCGATG<br>CACCTTCTTTACGTCGGCTTC   | 146 |

|        |        |                                                  |     |
|--------|--------|--------------------------------------------------|-----|
| CCDC39 | F<br>R | AATCGGCTCACAAAGACAGTG<br>GGAAATCCTGTGCAGCTTTATCT | 195 |
| CCDC40 | F<br>R | ATCAACCGACACATTCCAGCA<br>TGTCCGAGGGAGTCAGACTTC   | 212 |

**Table S2 The antibodies used in the manuscript**

| Antibody                      | Type       | Host   | Company                    | Cat No.    | Dilution                  |
|-------------------------------|------------|--------|----------------------------|------------|---------------------------|
| Syncytin-1                    | Polyclonal | Rabbit | Bioss                      | bs-2962R   | 1:1500 (WB)               |
| ERVFRD1                       | Polyclonal | Rabbit | Bioss                      | bs-15466R  | 1:1500 (WB)<br>1:300 (IF) |
| ENO4                          | Polyclonal | Rabbit | Elabscience                | E-AB-17910 | 1:1500 (WB)               |
| CCDC39                        | Polyclonal | Rabbit | Affinity                   | DF13893    | 1:500 (WB)                |
| SPAG6                         | Polyclonal | Rabbit | Proteintech                | 12462-1-AP | 1:1000 (WB)               |
| AKAP3                         | Polyclonal | Rabbit | Proteintech                | 13907-1-AP | 1:5000 (WB)               |
| GAPDH                         | Polyclonal | Rabbit | Affinity                   | AF7021     | 1:3000 (WB)               |
| $\beta$ -actin                | Polyclonal | Rabbit | Affinity                   | AF7018     | 1:3000 (WB)               |
| Phospho-AKT1                  | Polyclonal | Rabbit | Abcepta                    | AP3434a    | 1:1000 (WB)               |
| Akt                           | Monoclonal | Rabbit | Cell Signalling Technology | 4691S      | 1:1000 (WB)               |
| Phospho-STAT3                 | Monoclonal | Rabbit | Abcam                      | ab76315    | 1:10000 (WB)              |
| STAT3                         | Monoclonal | Mouse  | Abcam                      | ab119352   | 1:5000 (WB)               |
| p44/42 MAPK (Erk1/2)          | Monoclonal | Rabbit | Cell Signalling Technology | 4695S      | 1:500 (WB)                |
| Phospho-p44/42 MAPK (pErk1/2) | Monoclonal | Rabbit | Cell Signalling Technology | 4370S      | 1:1000 (WB)               |
| Phospho-mTOR                  | Monoclonal | Rabbit | Cell Signalling Technology | 5536P      | 1:500 (WB)                |
| mTOR                          | Monoclonal | Rabbit | Cell Signalling Technology | 2983P      | 1:500 (WB)                |
| Phospho-4E-BP1                | Monoclonal | Rabbit | Cell Signalling Technology | 2855P      | 1:500 (WB)                |
| Anti-Bcl-2                    | Polyclonal | Rabbit | Abcam                      | ab196495   | 1:1000 (WB)               |

|                          |            |        |           |           |                |
|--------------------------|------------|--------|-----------|-----------|----------------|
| Cleaved-Caspase 3        | Polyclonal | Rabbit | Affinity  | AF7022    | 1:1000<br>(WB) |
| Cyclin D1                | Monoclonal | Rabbit | Boster    | BM4272    | 1:1000<br>(WB) |
| Phospho-JNK1/2/3         | Polyclonal | Rabbit | Affinity  | AF3318    | 1:1000<br>(WB) |
| JNK1/2/3                 | Polyclonal | Rabbit | Affinity  | AF6319    | 1:1000<br>(WB) |
| PI3 Kinase p110 $\alpha$ | Monoclonal | Rabbit | Omnimabs  | OM644122  | 1:1000<br>(WB) |
| Syncytin-1               | Polyclonal | Rabbit | Biorbyt   | orb100573 | 1:300 (IF)     |
| $\beta$ -Tubulin         | Monoclonal | Mouse  | Affiniity | T0023     | 1:500 (IF)     |

---

How the deposited data were processed for this re-analysis (not part of the article)

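RNA from the whole testes of 3 WT and 3 syna CKO mice was sequenced, 1 library per mouse. The paper states that Sangon Biotech performed the sequencing and the data analyses. The count values for Ensembl genes are used as deposited by the authors, without normalization, though some of the lowest may be rounded estimates. The values are whole numbers in every library, and the replicates of a group differ by more than counting noise. The paper's text names FastQC for read quality and DESeq2 for the comparison, and names no aligner, counting program, genome build or strand setting. Gene names, positions, transcript lengths and sequences were taken from the GENCODE M21 annotation of GRCm38, in which 51633 of the 51826 genes were found. No count was found in any library for 14391 genes. The total counts had a median of 47036203 in WT mice and 43751939 in syna CKO mice, and mitochondrial genes held between 1.05% and 1.11% of them. Intervals and floors cover counting error only.

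The groups are those of the sample labels. The main comparison used the 5 libraries shown in Figure S7A, WT replicates 2 and 3 and syna CKO replicates 1, 2 and 3, and each value was also computed over all 6 libraries. Replicate numbers were checked as pairs: the correlations of WT and syna CKO libraries with the same number, after the group means were removed, were 0.00358, 0.0084 and -0.00789, so the numbers were not treated as pairs. Counts were normalized by TMM in edgeR 4.0.16 (R 4.3.3). Genes were kept by filterByExpr, and the quasi-likelihood F test was run with default settings and Benjamini-Hochberg adjustment. All p values are two-sided. Exact permutation tests went over every split of the libraries, and 3 libraries against 3 give no p below 0.1. Genes past the volcano thresholds had an unadjusted p under 0.05 and a log2 fold change of at least 1 in size, as drawn in Figure S7B. A group whose libraries all had 3 counts or fewer was treated as at the floor, and fold changes against it are lower bounds.

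The genes named were set before the files were opened. They are Syna and Synb, the 30 genes that the paper names after its KEGG analysis, and the 5 raised and 5 lowered genes with the smallest p among those with an adjusted p under 0.05 over the 5 libraries, a mean of at least 10 counts and no overlap of the groups over all 6 libraries. Genes of the proteins measured by western blot and genes of multiple morphological abnormalities of the flagella (MMAF) were summarised as lists. Other genes in the text were chosen after their values were seen.

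No GO, KOG or KEGG annotation was used. Gene lists written beforehand were tested by camera in limma 3.58.1 with an inter-gene correlation of 0.01, where at least 5 genes of a list were tested, and by fry. They are the study's genes raised and lowered by qRT-PCR, the MMAF genes, the PI3K, AKT and mTOR core, calcium signalling, cAMP signalling, lipid metabolism, apoptosis, the prolactin and PGE2 axis, the proteins measured by western blot and immediate early genes. Marker lists covered adipocytes, blood, Leydig cells, Sertoli cells, peritubular myoid cells, endothelium, macrophages, spermatogonia, spermatocytes, round spermatids and elongating spermatids. The families were olfactory receptors, cadherins, ion channels, chemokines and interleukins, and histones. After the data had been seen, 4 families were added: cytochrome P450s with ABC transporters, amino acid transporters, inorganic ion transporters and cytosolic ribosomal proteins. Adjustment was over the 27 lists written beforehand and, for the families added, over all 31. The lists of epididymis and accessory sex gland markers and of the study's genes without a change by qRT-PCR had too few genes for a test.

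The alternatives tried were DESeq2 1.42.0, upper-quartile normalization, no filter on counts, at least 10 counts in every library, limma-voom, a robust fit, the replicate number as a block, each library left out in turn, all 6 libraries, other thresholds, and other distances between libraries. Over the 5 libraries the block sets syna CKO replicate 1 aside, since no WT library there shares its replicate number. A correction for a trend with transcript length, and fits without the fold change threshold under the other alternatives, were added after the data had been seen. Sequence shared between genes was measured as the percent of 31-base words of a gene's transcripts that occur in another gene. Random lists matched on expression and length were drawn 10000 times with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

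The method was tested on simulated data with the depth of these libraries and a spread that followed only its trend with expression. In them 200 of 51826 genes were given a 2-fold or 4-fold change, and genes with low counts were given none. Smaller changes, and changes in genes with low counts, were therefore not tested. With 2 libraries against 3, edgeR called 186 genes and made 4 false calls. It found 91% of the changed genes, 83% of those changed 2-fold and 99% of those changed 4-fold. With 3 against 3 it called 190 genes and made 8 false calls. DESeq2 made 13 and 14 false calls in these designs. The reads themselves were not used here, so alignment and counting were not repeated. The qRT-PCR, western blot, hormone and sperm measurements were not analysed here.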

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

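The tests of the number of genes with an adjusted or an unadjusted p under 0.05 over other splits of the 6 libraries, of their chromosomes and of their shared sequence, the exchange of WT replicate 1 with a syna CKO library, and the number of left-out libraries above the other splits, were chosen only after the results were seen.

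In the fit over all 6 libraries, 13 genes had an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the paper names none of them. They are Gm47308, Pja1, Sel1l, Cebpg, Colgalt1, Gga3, Snrk, Kcng4, Fcgr3, Hipk2, Ublcp1, Rnf24 and Stradb, of which the last 7 were named after their values were seen. In Snrk, Kcng4, Hipk2 and Ublcp1 the log2 fold changes were 0.87, 1.04, 0.60 and 0.84, and in Fcgr3, Rnf24 and Stradb they were -0.62, -1.37 and -0.61. The result was singled out because it uses WT replicate 1, which the paper's comparison does not show. Of the 10 splits of the 6 libraries into 3 and 3, 2 gave as many genes, the split by genotype included. A difference of 1 linked stretch of a chromosome between the mice is argued against, since the genes lie on 9 chromosomes and none is on chromosome 5 with Syna. Sequence shared with another annotated gene is argued against for the set, since 1 of the 13 genes, Gm47308, shares at least 50% of its 31-base words. Genotype, and differences between individual mice that happen to follow it, cannot be told apart with 10 splits and stay open. Whether the deletion in prostate epithelium acts on the testis was not tested.

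WT replicate 1 was left out of the fit on the 5 libraries, and its values are a check on the 22 genes with an adjusted p under 0.05 there. It lay nearer the syna CKO mean for 15 of them and nearer the WT mean for 7. A swap of labels between WT replicate 1 and 1 syna CKO library is argued against. With them exchanged, at most 1083 genes had an unadjusted p under 0.05, against 2018 with the labels as given. A wrong label on WT replicate 1 alone was not tested, since no fit placed it with all 3 syna CKO libraries. WT replicate 1 lay nearer the WT mean for 52.0% of the 1816 genes with an unadjusted p under 0.05 over the 5 libraries. That share cannot decide it. WT replicate 2 and syna CKO replicate 3 lay nearer their own groups for 50.9% and 48.9%, and the other libraries for between 59.6% and 62.0%. That many differences between the groups are gene differences that a left-out library does not carry stays open. The other 5 libraries, each left out in turn, lay nearer their own group for 44 of 87 called genes. For genes with an unadjusted p under 0.05, the shares nearer their own group were between 48.9% and 62.0% in the split by genotype and between 29.0% and 51.2% in the other splits. Of the 6 libraries in the split by genotype, 4 were above the highest share of the other splits, and WT replicate 2 and syna CKO replicate 3 were not, so the test points both ways. What makes the libraries of a group differ was not tested.

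In syna CKO replicate 1, the 11 adipocyte markers other than Plin1 summed to 3.24 times the median of the other libraries. Car3 had 1306 counts there and between 4 and 34 in the other libraries, Cfd 1189 against 9 to 114, and Fabp4 660 against 33 to 128. Plin1 itself was 2.43 times the median of the other libraries. Of the 11 markers, 9 rose there at least as much as Plin1. The exceptions were the markers with the most counts in the other libraries: Adig was 0.986 times the median of the other libraries, with 1229 counts against 1087 to 1499, and Adipoq 1.27 times, with 656 counts against 165 to 564. Their counts in the other libraries could hide a small share of fat. A candidate explanation for the higher count of Plin1 in this library is fat tissue taken with the testis, with these 2 markers unexplained by it. More fat cells in the testis of this mouse stay open too, as the biological explanation, and were not tested.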

How the results depend on the processing

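The alternatives were set before the data were examined, apart from the correction for transcript length, the 4 families added and the fold change threshold dropped together with another choice. Leaving out WT replicate 2 or 3 from the 5 libraries leaves 1 WT library, so those fits gave values without a test. The causes of the shifts were not tested, except where a filter or threshold itself sets the number of genes.

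The number of genes with an adjusted p under 0.05 over the 5 libraries, 22 in edgeR (14 raised, 8 lowered), was 171 in DESeq2 (54 raised, 117 lowered), 12 without a filter on counts, 42 with a robust fit (19 raised, 23 lowered), 13 with all 6 libraries and 6 with a log2 fold change of at least 1 in size. It ranged from 5 without syna CKO replicate 1 to 25 without syna CKO replicate 3. With the replicate block it was 41 over the 5 libraries and 2 over all 6. Over the 5 libraries, syna CKO replicate 1 is alone in its block and is fitted exactly, so the block fit compares only replicates 2 and 3. With all 6 the number was 13 in edgeR, 132 in DESeq2, and from 13 to 22 with 1 library left out. On simulated counts DESeq2 made more false calls than edgeR.

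The 205 genes past the volcano thresholds became 487 without a filter, 57 with at least 10 counts in every library (41 raised, 16 lowered), 109 with all 6 libraries, 6 with the adjusted p and 1816 without the fold change threshold. The 109 over all 6 libraries became 172 in DESeq2, 444 without a filter, 46 with at least 10 counts, and from 177 without syna CKO replicate 1 to 205 without WT replicate 1. Without the fold change threshold the number was 1377 in DESeq2, 1799 with upper-quartile normalization, 2115 without a filter, 1728 with at least 10 counts, 1839 with limma-voom, 1868 with the robust fit and 1592 with the replicate block. With the length correction and the threshold the numbers were 203 (146 raised, 57 lowered) and 114.

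Of the study's genes tested over the 5 libraries, 16 had the direction of the qRT-PCR, and 4 did with at least 10 counts in every library, a filter that left 8 of the 30. With an adjusted p under 0.05 over all genes, 1 became 0 with at least 10 counts and with all 6 libraries, where 8 and 12 genes had an unadjusted p under 0.05. It was 2 with the replicate block, and from 0 without syna CKO replicate 1 (18 with an unadjusted p under 0.05) to 1 without replicate 2 or 3. DESeq2 gave none of the 30 an adjusted p. Adjusted over the list alone, 22 became 8 with at least 10 counts, 14 with limma-voom, 9 with all 6 libraries, and from 14 to 18 with 1 syna CKO library left out.

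Of the 27 gene lists written beforehand, 1 had an adjusted p under 0.05 with camera, 0 with fry and 2 with the replicate block. The ribosomal proteins, added later, also had one with camera (8.72e-16) and with the replicate block (7.96e-09), and not with fry (0.38). Medians changed sign with all 6 libraries for cAMP signalling (0.00865), the prolactin and PGE2 axis (0.00285), blood markers (0.0779) and inorganic ion transporters (-0.00868). With the replicate block they did for cAMP signalling (0.0318), adipocyte markers (-0.31; camera, adjusted p = 0.0417, against 0.463 without the block and 0.397 over all 6 libraries) and spermatogonia markers (0.0290). The block sets syna CKO replicate 1 aside, and the medians of these lists also changed sign without that library. With 1 syna CKO library left out, medians ranged across 0 for MMAF genes (-0.00914 to 0.0136), cAMP signalling (-0.0123 to 0.0282), prolactin and PGE2 (-0.108 to 0.0582), blood (-0.254 to 0.0288), peritubular myoid (-0.113 to 0.0112), endothelial (-0.0663 to 0.0467), spermatogonia (-0.0756 to 0.0123) and adipocyte markers (-0.28 without syna CKO replicate 1 to 1.85).

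The mean distance between the groups, 0.00349, was 0.0315 with Spearman's rho, 0.00509 with at least 10 counts in every library and 0.00782 with a pseudocount of 0.1. Of 346 alternatives for 33 named genes, 291 were classed as the same, 24 as moved, 27 as weaker and 4 as stronger. Of 186 for 31 lists, 167 were classed as the same, 17 changed the sign of the median and 2, both with fry, were weaker. Results classed as the same could still differ in size. With all 6 libraries, the log2 fold change of Rasgrp4 went from 2.29 to 1.01 and that of Hsd3b7 from 1.04 to 0.53. The median of the Leydig cell markers went from 0.14 to 0.00488 without syna CKO replicate 3. Depth limits the genes of the study, since 12 of the 30 had 1 group at the floor over the 5 libraries.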

Differences from the paper's values

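The paper gives 43 genes lowered past the volcano thresholds, and 66 were lowered here. Of the alternatives set before the data were examined, DESeq2 gave 46, upper-quartile normalization 64, the robust fit 56 and all 6 libraries 32, each within 1.5 times the paper's value. No filter (183), at least 10 counts in every library (16), limma-voom (75), the replicate block (107) and the fits without syna CKO replicate 1, 2 or 3 (94, 90 and 90) did not close the gap.

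The paper's distance between a WT and a syna CKO library is about 0.04 in Fig. S7A, read by eye, and the mean here was 0.00349. Between 2 syna CKO libraries the paper's distance is about 0.03 in Fig. S7A, read by eye, and the mean here was 0.00325. Between the 2 WT libraries the paper's distance is about 0.04 in Fig. S7A, read by eye, and it was 0.00336 here. With Spearman's rho the 3 values were 0.0315, 0.0318 and 0.0308, within 1.5 times the paper's. They were 0.00509, 0.0048 and 0.00489 with at least 10 counts in every library and 0.00782, 0.00783 and 0.00749 with a pseudocount of 0.1, which did not close the gaps.

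The paper's number of differential genes in the GO classification is about 1300 in Fig. S7C, read by eye, and 205 genes passed the volcano thresholds here. Without the fold change threshold the number was 1816, within 1.5 times the paper's. With the fold change threshold kept, the other alternatives did not close the gap: DESeq2 180, upper-quartile normalization 205, no filter 487, at least 10 counts 57, limma-voom 195, the robust fit 178, the replicate block 247, without syna CKO replicates 1, 2 and 3 220, 237 and 228, all 6 libraries 109, and the adjusted p with the fold change threshold 6. The fold change threshold was dropped together with other choices only after the values were seen. The number was then 1377 in DESeq2, 1799 with upper-quartile normalization, 1728 with at least 10 counts, 1839 with limma-voom, 1868 with the robust fit, 1592 with the replicate block and 1431, 1350 and 1845 without syna CKO replicates 1, 2 and 3, each within 1.5 times the paper's. It was 2115 without a filter, which did not close the gap. Over all 6 libraries it was 2018 in edgeR, which did not, and 1529 in DESeq2, which did.

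The paper's qRT-PCR shows Ccl7, Ins2, Fos and Olfr981 higher in syna CKO mice. In the RNA-seq counts they were lower, Ccl7 at least 2.21-fold, Ins2 at least 2.67-fold, Olfr981 at least 13.3-fold, and Fos with a log2 fold change of -1.28. The bound of Ccl7 rests on WT replicate 3, with 12 counts, and without that library Ccl7 is at the floor in every library and has no direction. That of Olfr981 rests on WT replicates 2 and 3, since WT replicate 1 had 1 count, against 2, 2 and 1 in the syna CKO libraries. Over all 6 libraries Olfr981 was at least 8.96-fold lower (exact two-sided permutation test, p = 0.3). The paper's qRT-PCR shows Col5a3, Hsd3b7 and Kcnj12 lower. In the counts, the log2 fold changes of Col5a3 and Hsd3b7 were 1.32 and 1.04, and Kcnj12 was at least 2.90-fold higher. The paper names 30 genes from those that its KEGG analysis predicted as raised or lowered. By qRT-PCR it found no significant difference for Il18r1, Olfr273 and Alg6. Over all genes tested, edgeR's quasi-likelihood test gave an adjusted p under 0.05 to Olfr981 alone of the 30. With the replicate block, which sets syna CKO replicate 1 aside, it gave one to Rasgrp4 and Eif3j2 (adjusted p = 0.0411 and 0.0203) and not to Olfr981 (0.065). Without syna CKO replicate 3 it gave one to Eif3j2 (0.00564) and without syna CKO replicate 2 to Hist1h2br (0.0199). DESeq2 gave an unadjusted p under 0.05 to all 30.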

Other observations

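The tests of counts of exactly 1 against Poisson sampling, of genes present in 1 library and near 0 in another, of the number of genes with an unadjusted p under 0.05 over other splits, and of transcript length for the spermatocyte markers were chosen only after the results were seen.

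With all 6 libraries, 2018 genes had an unadjusted p under 0.05 from edgeR's quasi-likelihood test, and 109 passed the volcano thresholds. Of the 10 splits of the libraries into 3 and 3, 1 gave as many with an unadjusted p under 0.05, the split by genotype itself, and the other splits gave between 678 and 1128. For the volcano thresholds 4 of the 10 splits gave as many. A transcript length trend between the libraries is argued against as the whole cause of the excess, since 1892 genes had an unadjusted p under 0.05 once the trend was removed, against at most 1159 in the other splits. Over the 5 libraries of Figure S7A, the split by genotype gave the most genes of the 10 splits into 2 and 3. It gave 22 genes with an adjusted p under 0.05, against at most 16 in the other splits. With an unadjusted p under 0.05 it gave 1816, against at most 1564, and past the volcano thresholds 205, against at most 202. The genotype and differences between mice that follow the groups cannot be told apart in either set of libraries, because 10 splits cannot give a share under 0.1.

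Counts of exactly 1 in each of the 6 libraries were found for 297 genes, of which 242 are annotated as small RNAs. This is 30.1 times the number that whole reads counted with sampling noise would give, which argues against such counts. For a count of 2 in every library the ratio was 2.07, from 2 genes. Small estimates rounded up to 1 may explain the excess. The counting program, which the paper's text does not name, was not tested, and no biological explanation was tested.

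At least 50 counts in 1 library and at most 2 in another were found for 47 genes, in 26 patterns across the libraries. The genotype of the mice is argued against for the set, since 1 of the 47 genes followed it. Reads assigned to 1 of several genes with shared sequence may explain many of them. Of the 46 with a known sequence, 52.2% shared at least 50% of their 31-base words with another gene, against a median of 15.2% in 10000 draws of genes matched on expression (permutation p = 0.0001, the smallest that these draws can give). Gm20431 had 2955, 85 and 0 counts in the WT libraries and 2725, 75 and 2919 in the syna CKO libraries, while Ube2v1 had 446, 2201 and 2304, and 429, 1751 and 392. These genes include 3 of the 22 with an adjusted p under 0.05 over the 5 libraries and 7 of the 205 past the volcano thresholds. Variants between the mice stay open and were not tested.

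Short transcripts were lower in the syna CKO libraries. Spearman's rho between transcript length and the log2 difference between the groups was 0.228, and within single libraries it was -0.0361, -0.204 and -0.123 in WT and 0.0996, 0.187 and 0.101 in syna CKO mice. A length trend between libraries unrelated to genotype cannot be told apart from one that follows genotype, because 1 of the 10 splits, the real one, gave a correlation as large and 10 splits allow no smaller share. The other splits reached 0.189. The 12 elongating spermatid markers had a median log2 fold change of -0.08 with 2 raised (camera, adjusted p = 0.0556; over all 6 libraries -0.07 and 0.0799). Transcript length may account for it: the median lay at percentile 20.7 of random lists matched on expression and length, and at percentile 0.6 of lists matched on expression alone.

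Cytosolic ribosomal proteins, a family added after the data had been seen, had a median log2 fold change of -0.13, and 5 of 82 genes were raised (camera, adjusted p = 8.72e-16; fry, adjusted p = 0.38). The median was -0.11 over all 6 libraries, and 2 genes were raised. Transcript length is argued against as the whole cause, since random lists matched on expression and length had a median of -0.0545 and none of the 10000 was as low. A difference in the make-up of the tissue and an effect of genotype stay open and were not tested.

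The 21 MMAF genes had log2 fold changes between -0.09 and 0.15 with a median of 0.00 (camera, adjusted p = 0.916; over all 6 libraries 0.01 and 0.863). An adjusted p under 0.05 was found for 0 of them and an unadjusted one for 2. By qRT-PCR the paper found significant mRNA differences for most of the MMAF genes it measured, and its Discussion places these in the testes. The RNA-seq counts gave no difference for the list after adjustment. The 10 genes of the proteins measured by western blot had a median of 0.02, from -0.48 to 0.19, with 7 raised and 0 at an unadjusted p under 0.05 (camera, adjusted p = 0.916), and 0.00186 without syna CKO replicate 3. The 20 apoptosis genes had a median of -0.08 with 3 raised (camera, adjusted p = 0.116; over all 6 libraries -0.06 and 0.315). The 10 genes tested of the prolactin and PGE2 axis had a median of -0.01 (camera, adjusted p = 0.463), which was 0.06 without syna CKO replicate 2 and -0.11 without syna CKO replicate 3. The 15 immediate early genes, Fos among them, had a median of -0.14 with 3 raised, and -0.05 over all 6 libraries (camera, adjusted p = 0.116 and 0.397). The study's genes lowered by qRT-PCR, of which 5 were tested, had a median of -1.92 with 2 raised (camera, adjusted p = 0.916).

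The 12 spermatocyte markers had a median log2 fold change of 0.10 with 8 raised (camera, adjusted p = 0.109; over all 6 libraries 0.12 and 0.0622). The median lay at percentile 99.95 of random lists matched on expression and at percentile 99.97 of lists matched on expression and transcript length, and over all 6 libraries at percentiles 99.99 and 100. Transcript length is argued against as the cause. Random lists take genes as independent, which markers of 1 cell type are not, and with fry the list had an adjusted p of 0.407. A larger share of spermatocytes in the syna CKO testes and an effect of genotype on these genes stay open and were not tested.

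Of the marker lists, none had an adjusted p under 0.05 from camera over the 5 libraries or over all 6. The 12 adipocyte markers had a median of 1.40 with 10 raised (camera, adjusted p = 0.463), and -0.28 without syna CKO replicate 1. The median was -0.04 for 6 blood markers (camera, adjusted p = 0.854), 0.14 for 10 Leydig cell markers (camera, adjusted p = 0.916) and -0.10 for 12 Sertoli cell markers with 2 raised (camera, adjusted p = 0.179). It was -0.05 for 7 peritubular myoid markers (camera, adjusted p = 0.463), -0.03 for 8 endothelial markers (camera, adjusted p = 0.693) and -0.06 for 10 macrophage markers (camera, adjusted p = 0.463). It was -0.03 for 10 spermatogonia markers (camera, adjusted p = 0.916) and 0.05 for 12 round spermatid markers (camera, adjusted p = 0.463). Leaving out 1 library moved several of these medians by more than 1.5 times. Without syna CKO replicate 1 the median was -0.25 for blood, -0.11 for peritubular myoid, -0.07 for endothelial, -0.11 for macrophage and 0.01 for spermatogonia markers. Without syna CKO replicate 2 it was 0.03 for blood, 0.01 for peritubular myoid, 0.05 for endothelial and 0.01 for round spermatid markers. Without syna CKO replicate 3 it was 0.00488 for Leydig cell markers, with 5 of 10 raised, and -0.08 for spermatogonia markers. The Leydig cell marker Hsd3b1, named after its value was seen, had a log2 fold change of -0.44 (adjusted p = 0.044 from edgeR's quasi-likelihood test over the 5 libraries and 0.484 over all 6). Too few genes were tested for 16 epididymis markers, with between 1580 and 2094 counts per library in sum, for 10 accessory sex gland markers, with between 74 and 130, and for the study's 3 genes without a change by qRT-PCR, with between 84 and 166.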
